# OTX2 Homeoprotein Functions in Adult Choroid Plexus

**DOI:** 10.3390/ijms22168951

**Published:** 2021-08-19

**Authors:** Anabelle Planques, Vanessa Oliveira Moreira, David Benacom, Clémence Bernard, Laurent Jourdren, Corinne Blugeon, Florent Dingli, Vanessa Masson, Damarys Loew, Alain Prochiantz, Ariel A. Di Nardo

**Keywords:** homeodomain, transcription factor, splicing, homeostasis

## Abstract

The choroid plexus is an important blood barrier that secretes cerebrospinal fluid, which essential for embryonic brain development and adult brain homeostasis. The OTX2 homeoprotein is a transcription factor that is critical for choroid plexus development and remains highly expressed in adult choroid plexus. Through RNA sequencing analyses of constitutive and conditional knockdown adult mouse models, we reveal putative functional roles for OTX2 in adult choroid plexus function, including cell signaling and adhesion, and show that OTX2 regulates the expression of factors that are secreted into the cerebrospinal fluid, notably transthyretin. We also show that *Otx2* expression impacts choroid plexus immune and stress responses, and affects splicing, leading to changes in the mRNA isoforms of proteins that are implicated in the oxidative stress response and DNA repair. Through mass spectrometry analysis of OTX2 protein partners in the choroid plexus, and in known non-cell-autonomous target regions, such as the visual cortex and subventricular zone, we identify putative targets that are involved in cell adhesion, chromatin structure, and RNA processing. Thus, OTX2 retains important roles for regulating choroid plexus function and brain homeostasis throughout life.

## 1. Introduction

The choroid plexus (ChP) epithelium is located in the brain ventricles and secretes cerebrospinal fluid (CSF) containing molecules that regulate embryonic brain development and adult brain homeostasis [1]. The ventricular system includes the two lateral ventricles (LVs) in each cerebral hemisphere, the central third ventricle of the forebrain diencephalon, and the central fourth ventricle (4V) in the hindbrain. This system is interconnected, allowing for CSF flow throughout, and is also connected via the 4V with the central canal of the spinal cord. The OTX2 homeoprotein transcription factor is critical for ChP embryonic development and functions [2]. Interestingly, temporal and spatial heterogeneity is evident, as the role of OTX2 evolves during development and differs between ChPs. For example, in late embryonic development, OTX2 is required for the maintenance of the 4V ChP, but not LV ChP [2]. Indeed, embryonic LV and 4V ChP show distinct gene expression patterns [3,4], suggesting different signaling properties. In the adult, OTX2 is still strongly expressed in the ChP [5], but its role has not been thoroughly investigated.

Homeoproteins are transcription factors that are important for embryonic development, and adult homeostasis and cell survival, and several homeoproteins have functions beyond transcription, including translation regulation, DNA repair, and signal transduction [6,7,8]. While several studies have explored the molecular partners and transcriptional targets of OTX2, they were typically restricted to embryonic contexts [9,10,11,12,13]. In the adult mouse, recent analyses of OTX2 protein and DNA targets have focused on the retina [14,15], visual cortex [16,17], and ventral tegmental area [18]. These studies revealed targets that are implicated in transcription, epigenetics, signal transduction, and homeostasis, and confirmed that OTX2 not only binds multiple sites across DNA, but also interacts with the machinery for RNA processing, export, and translation. To examine the role of OTX2 in adult ChP, we use a mouse model for constitutive heterozygous *Otx2* knockdown, and a model for the ChP-specific conditional knockdown of *Otx2*. Through transcriptomic analysis of LV and 4V ChPs, we reveal dysregulation of cell adhesion and membrane proteins, secreted factors, signaling factors, immune response, and oxidative stress response. Through mass spectrometry analysis of OTX2 partners in ChP and non-cell-autonomous target regions [19,20], including the ventricular–subventricular zone (SVZ), rostral migratory stream (RMS), and visual cortex (VCx), we identified putative targets that are involved in cell adhesion, chromatin structure, and RNA processing. We also performed splice variant analysis and confirmed, by acute viral shRNA-*Otx2* knockdown in the ChP of adult wildtype mice, that OTX2 can regulate the isoform distribution of genes involved in stress response and DNA repair. Taken together, our findings suggest that OTX2 has direct roles in ChP signaling, barrier, and surveillance functions.

## 2. Results and Discussion

### 2.1. Conditional and Constitutive Knockdown of Otx2 in Adult ChP

OTX2 is a key regulator of ChP and brain development, but its role in adult ChP is not well known. To gain an insight into its adult ChP functions, we performed RNA sequencing analysis with two mouse models. The first consisted of 3-month-old *Otx2^lox/lox^* mice for the conditional knockdown of *Otx2*, specifically in the ChP, through intracerebroventricular (icv) injections of Cre-Tat recombinant protein, which leads to a ~50% reduction in (mRNA) *Otx2* and a >70% reduction in OTX2 protein levels [5]. 

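RNA from choroid plexus of 3-month-old *Otx2 lox/lox* mice was sequenced 15 days after the injection, from pools of 5 mice labelled Cre-Tat and pools of 4 mice labelled vehicle, with LV and 4V dissected apart. Each group holds 2 pools, A and B, and each pool was sequenced in 2 technical runs of 50-base reads, which were summed. The authors deposited the number of reads counted on each Ensembl transcript, without normalization. Of the 95533 transcripts, 82807 matched GENCODE release vM21 of GRCm38 and held 89.5% of the counts. A read appears to have been counted on every transcript that it overlaps, since a transcript contained in another one was not the higher of the pair in 98.4% of 11017 such pairs. Each gene was therefore represented by its transcript with the most counts over all files, which gave 33964 genes. Total counts over all transcripts were 45254165 to 50088408 in the pools labelled Cre-Tat and 46035034 to 46827601 in the pools labelled vehicle of LV ChP. In 4V ChP they were 35382197 to 39070251 and 22750019 to 29551331.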

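For 14 of the 16 deposited files of this model, the library number in the file's name is not that of the sample to which the file is attached. As attached, the 2 files of a pool differed far beyond sampling noise, with a chi-square of 13.2 to 20.5 times its degrees of freedom. Among all 120 pairs of files, 8 pairs differed by no more than sampling noise (1.002 to 1.032 times the degrees of freedom), and every other pair reached at least 3.86. These 8 pairs were taken as the technical runs of 8 pools. All 420 ways of placing them in the groups of a ventricle were then compared with the group means printed in Table 2 and Table 4. The closest placing had a median distance of 0.0239% from 50 printed means in LV ChP and 0.0446% from 54 printed means in 4V ChP, and the next closest 1.39% and 2.51%. The groups found this way are those that the library numbers give, and were used in place of the recorded attachment. The letters A and B of the pools rest on the library numbers alone. Genes were tested with edgeR's quasi-likelihood test after TMM normalization and the filterByExpr filter, with Benjamini-Hochberg adjustment over all genes tested. With 2 pools against 2, an exact two-sided permutation test of a single gene cannot give a p under 0.333, so the test relies on the spread shared across genes, and SD values are over n = 2 pools.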

The ChPs from LV and 4V were dissected separately from both Cre-Tat-injected (Cre^+^*Otx2^lox/lox^*) and control vehicle-injected mice (Veh^+^*Otx2^lox/lox^*). While the bilateral stereotaxic injections of vehicle or Cre-Tat are performed only in the lateral ventricles, we have previously shown, with this protocol, that the level of *Otx2* knockdown in 4V ChP is proportional to that in LV ChP [19]. Indeed, we found a 48% decrease in (mRNA) *Otx2* (exon 2) in the LV ChP (vehicle, 7924 mean reads; Cre-Tat 4143 mean reads), and a 39% decrease in 4V ChP (vehicle, 6898 mean reads; Cre-Tat 4169 mean reads). 

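*Otx2* (ENSMUSG00000021848) lies on chromosome 14 of GRCm38 from 48657677 to 48673819, on the minus strand. Its count on Otx2-201, the transcript with the most counts, was 8416.9 and 10261 normalized counts in LV pools A and B labelled vehicle, and 27048 and 22425 in those labelled Cre-Tat. The log2 fold change was 1.41 (standard error 0.18, adjusted p = 0.0005 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 4V ChP the counts were 5884.5 and 5939.2 in the pools labelled vehicle and 18454 and 18471 in the pools labelled Cre-Tat, a log2 fold change of 1.64 (standard error 0.15, adjusted p = 1.2e-06 from the same edgeR test). Counted over the whole transcript, *Otx2* thus rose where the label says knockdown, and the pools are called by their labels for this reason. The groups so labelled are those whose means match the means printed for them in Table 2 and Table 4. The 8 transcripts of *Otx2* in the files each rose, the least being Otx2-206 with a log2 fold change of 0.89 in LV ChP and 1.15 in 4V ChP. Exon 2, on which the paper's reads were counted, cannot be counted apart from the other exons in these files. With each pool left out in turn, the log2 fold change stayed between 1.25 and 1.55 in LV ChP and between 1.65 and 1.66 in 4V ChP.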

The second model consisted of *Otx2^+/GFP^* mice as a constitutive heterozygous knockout mutant, with ~50% Otx2 protein levels compared to the wildtype [21]. 

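RNA from 4V choroid plexus of wildtype and *Otx2 +/GFP* mice was sequenced as 2 pools per group, A and B, in a run apart from that of the conditional model, with 6 libraries on the lane. The deposited values are again reads counted per transcript without normalization, and the same transcript stood for each gene. Total counts over all transcripts were 36934922 to 42127712 in the pools labelled wildtype and 39284819 to 42182219 in the pools labelled *Otx2 +/GFP*. Of the 90 ways of placing the 6 libraries of this run in 3 groups, the recorded one had group means closest to 22 means printed in the paper, with a median distance of 0.00809%, and the next closest was at 0.63%. The model and the sequencing run cannot be told apart.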

For this model, given the significant overlap in gene expression changes in the LV and 4V of Cre^+^*Otx2^lox/lox^* mice (see below), only the 4V ChPs were dissected and pooled from 3-month-old wildtype and mutant mice. 

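In 4V ChP of the constitutive model, *Otx2* had 6852.8 and 5785.7 normalized counts on Otx2-201 in pools A and B labelled wildtype, and 19633 and 16819 in the pools labelled *Otx2 +/GFP*. The log2 fold change was 1.53 (standard error 0.14, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that the targeted gene rose against the label here too. Of the 8 *Otx2* transcripts, Otx2-206 alone fell, by 30.5% from a mean of 1140 ± 140 (SD, n = 2 pools) to 792 ± 161 (SD, n = 2 pools), a log2 fold change of -0.53 (standard error 0.15, adjusted p = 0.091 over all transcripts tested, edgeR's quasi-likelihood test).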

We found a 38% decrease in (mRNA) *Otx2* (exon 2) in 4V ChP (wildtype, 6399 mean reads; *Otx2^+/GFP^* 3957 mean reads).

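Shares of counts are given here over genes, each represented by its transcript with the most counts, and not over all transcripts. In the vehicle-labelled pools of 4V ChP, the 50 genes with the highest mean counts held 48.9% of these counts, and 44 of them are among the genes of Table 1. The remaining 6 are genes of the mitochondrial genome, which Table 1 leaves out. The highest was mt-Rnr2 with 17.4% of these counts, followed by *Ttr* with 15.2%, mt-Rnr1 with 4.72% and *Enpp2* with 3.96%. *Ttr* lies on chromosome 18 from 20665280 to 20674321 and *Enpp2* on chromosome 15 from 54838901 to 54952892. *Malat1*, whose exons overlap another gene on the same strand, held 1.02%. With the pools labelled vehicle of LV ChP in their place, 38 of the highest genes were among those of Table 1. Between the ventricles, 1090 of 14548 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 508 higher in LV and 582 higher in 4V ChP. With the pool letter as a block 2277 did, and with the letters crossed 619. *Emx2* had 78.6 ± 5.71 normalized counts (SD, n = 2 pools) in LV ChP and none in 4V ChP, and *Hoxb2* had none in LV ChP and 18.4 ± 2.73 (SD, n = 2 pools) in 4V ChP.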

The transcriptomics analysis of adult ChP showed highly expressed genes that are involved in energy metabolism, protein signaling, solute transport, cell adhesion, the cytoskeleton, and chaperone activity (Table 1). While not in the same order of gene expression level, this list compares favorably with those obtained from other ChP transcriptomics studies [4,22,23]. 

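With the pools labelled Cre-Tat set against those labelled vehicle, 486 of the 14990 genes tested in LV ChP and 1554 of the 14537 genes tested in 4V ChP had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2's Wald test with its own size factors gave 510 and 1065 genes, of which 411 and 1048 were among those of edgeR in the same direction. The letter of the pool was also fitted as a block. Deviations of the pools from their group means, correlated across genes between pools of the same letter, gave -0.13 in LV ChP and 0.11 in 4V ChP. With the block there were 621 genes in LV ChP and 3117 in 4V ChP, and with the letters crossed between the groups 995 and 1018. In the other 2 splits of the same 4 pools, 0 to 1 genes passed in LV ChP and 0 in 4V ChP, where 44 to 371 genes had an unadjusted p under 0.05. Each side of such a split mixes both labels, so any difference between the labels widens the spread within it. Few calls were to be expected there, and the counts do not check those above.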

The conditional adult mouse knockdown of *Otx2* led to significant changes in the expression of 375 genes in LV ChP and 808 genes in 4V ChP (*p-adj* < 0.05). The top ten upregulated and downregulated genes show a range of functions, including solute transport, signaling, immune response, and trafficking (Table 2). 

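All 10 genes that Table 2 lists as higher and all 10 that it lists as lower in each ventricle were past the threshold in the direction given there, both over all genes and with adjustment over the list alone, with the pools labelled Cre-Tat set against those labelled vehicle. The list holds the paper's own calls on these data, and its printed means were used in checking the groups, so this recovery shows no stability. The genes listed as higher had log2 fold changes of 3.52 to 5.69 (median 4.41) in LV ChP and of 4.45 to 8.09 (median 5.37) in 4V ChP. Those listed as lower had values of -2.41 to -1.39 and of -2.12 to -1.63. *Mup5*, on chromosome 4 from 61831319 to 61835233, rose from 122 ± 139 to 4167 ± 1010 normalized counts (SD, n = 2 pools) in LV ChP, and belongs to a family of near-identical genes, so that its counts may include reads of its copies. *Ngfr*, on chromosome 11 from 95568818 to 95587735, fell from 445 ± 25.4 to 84.2 ± 15.9 (SD, n = 2 pools) in LV ChP, a log2 fold change of -2.41 (standard error 0.21, adjusted p = 1.7e-05, edgeR's quasi-likelihood test). In 4V ChP it fell from 688 ± 72.1 to 159 ± 5.08 (SD, n = 2 pools), a log2 fold change of -2.12 (standard error 0.16, adjusted p = 8.8e-08, edgeR's quasi-likelihood test). Among all genes past the threshold with a mean above 10 counts and the same direction in every pair of pools, the largest rise in LV ChP was that of *Cd6*, which had no counts in the pools labelled vehicle and 13.4 ± 3.38 (SD, n = 2 pools) in those labelled Cre-Tat. *Arr3*, on chromosome X from 100605497 to 100618493, had the largest fall in both ventricles, with a log2 fold change of -3.82 (adjusted p = 0.025, edgeR's quasi-likelihood test) in LV ChP and -2.96 (adjusted p = 0.0089, edgeR's quasi-likelihood test) in 4V ChP.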

While there is a significant overlap in the altered gene expression between the ChPs (Figure 1A), the 4V ChP seems to be more susceptible to loss of *Otx2* activity. 

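Of the genes changed in the pools labelled Cre-Tat, 407 were changed in the same direction in both ventricles, 269 higher and 138 lower, and none in opposite directions. Among the 14272 genes tested in both, the overlap had a p of 6.2e-302 for the higher and 3.4e-165 for the lower genes (Fisher's exact test). By the paper's methods, the ChPs of both ventricles appear to come from the same mice. The test takes the lists as independent, so these p values do not allow for shared animals. The shared genes were 83.7% of those of LV ChP and 26.2% of those of 4V ChP. With the pool letter as a block, 507 were shared. Of the 1597 genes changed in either ventricle, 97.9% moved in the same direction in both. Across genes, which are not independent replicates, the log2 fold changes of the ventricles had a correlation of 0.69. A test of the difference itself, the interaction of treatment and ventricle over all 8 pools, gave 1 of 15552 genes past an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Gpr176*, a gene chosen after its values were seen, and 415 genes had an unadjusted p under 0.05. With the pool letter as a block it gave 2 genes. Neither fit paired the ventricles of the same mice within a treatment. With every pool thinned to 10555040 counts over genes, the smallest such total among them, 318 genes were changed in LV ChP and 1470 in 4V ChP. Another thinning of the 4V pools to the same total gave 1320. The LV pools were the deeper ones, so thinning could hardly have closed the gap, and nothing about susceptibility follows from it. The paper proposes that 4V ChP is more susceptible to the loss of *Otx2* activity.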

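Counted over LV and 4V ChP together, 890 genes were higher and 743 lower in the pools labelled Cre-Tat. Apart, LV ChP had 331 higher and 155 lower genes, and 4V ChP had 828 and 726. The split depends on the scaling. With total counts in place of TMM, the median log2 fold change of all genes moved to 0.17 in LV ChP and 0.15 in 4V ChP, and the split became 396 higher and 48 lower in LV ChP and 1321 higher and 426 lower in 4V ChP. Under DESeq2 it was 284 and 226 in LV ChP, and 543 and 522 in 4V ChP.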

The response to *Otx2* knockdown results in a rather even distribution of upregulation (522 genes) and downregulation (392 genes) when grouping both 4V and LV ChPs. However, ontological analysis reveals that the downregulated genes in both ChPs show higher levels of enrichment in significantly altered classes, suggesting that upregulated genes have more broadly distributed functions (Figure 1B,C). 

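Gene families fixed by their symbols stood in for the ontology terms, and each was tested among the higher and the lower genes of each comparison against the genes tested, 72 tests in all. Solute carriers, which are membrane proteins, were 14 of the 155 genes lower in the LV pools labelled Cre-Tat and 38 of the 726 lower in the 4V pools (adjusted p = 2.72e-06 and 4.23e-09, Fisher's exact test with Benjamini-Hochberg adjustment). They were 5 of the higher genes in LV ChP and 13 in 4V ChP, with an adjusted p of 1 in both (Fisher's exact test). Collagens were 3 of the lower genes in LV ChP and 9 in 4V ChP (adjusted p = 0.0267 and 0.000362, Fisher's exact test), and 3 and 5 of the higher genes (adjusted p = 0.136 and 0.146, Fisher's exact test). Cadherins and protocadherins were not enriched among the lower genes, with 1 in LV ChP and 4 in 4V ChP (adjusted p = 0.769 and 0.821, Fisher's exact test). Without a filter on low counts, 7 of them were lower in LV ChP and 5 in 4V ChP (adjusted p = 0.000439 and 0.414, Fisher's exact test), so the LV call depends on the filter. The 7 are all of the protocadherin alpha cluster, whose genes share exons, so that the same reads may be counted for each.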

Interestingly, both ChPs have similar ontology enrichment in downregulated genes, indicating that *Otx2* is generally important for the expression of membrane proteins, glycoproteins, signaling proteins, and cell adhesion proteins. While some of these functions are recapitulated in the upregulated genes, there is much more heterogeneity between the LV and 4V ChP. 

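Families of immune genes were enriched among the genes higher in the pools labelled Cre-Tat in both ventricles. Of the 8 tested genes of MHC class II, 6 were higher in LV ChP and 6 in 4V ChP (adjusted p = 4.31e-08 and 8.75e-06, Fisher's exact test with Benjamini-Hochberg adjustment). Interferon-inducible genes were 14 of the higher genes in LV ChP and 15 in 4V ChP (adjusted p = 4.96e-12 and 6.18e-09, Fisher's exact test). Complement genes were 5 in LV ChP and 7 in 4V ChP (adjusted p = 0.000709 and 0.000995, Fisher's exact test). Immunoglobulin segments, whose reads near-identical copies can share, were 9 in LV ChP and 4 in 4V ChP. The odds ratios were 134 in LV and 50 in 4V ChP for MHC class II, 24.8 and 12 for interferon-inducible genes, 13.2 and 7.78 for complement genes and 136 and 66.4 for immunoglobulin segments, and the difference between the ventricles was not tested by family. With the genes called by DESeq2, the order was reversed for immunoglobulin segments (11.4 and 14.6) and kept for the other families named here. The share of tested genes called higher was 75% in both ventricles for MHC class II. It was 35% in LV and 41.7% in 4V ChP for interferon-inducible genes, 22.7% and 31.8% for complement genes and 75% and 80% for immunoglobulin segments.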

The LV ChP shows more immune response ontology, while the 4V ChP shows more signaling-related ontology. This suggests that conditional knockdown of *Otx2* leads to altered ChP barrier function and ChP signaling, and can impact immune responses.

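The families were also tested with limma's camera, which compares the log2 fold changes of all genes of a family with those of the other genes. Without a block, 17 of 36 tests were past an adjusted p of 0.05, and with the pool letter as a block 19 were. Cadherins and protocadherins were lower in the LV pools labelled Cre-Tat (adjusted p = 0.00234 without and 0.00173 with the block, limma's camera), a family in which some genes share exons and may share reads, and in 4V ChP they did not pass (adjusted p = 0.176, limma's camera). Genes named TMEM were lower in both ventricles (adjusted p = 0.000403 in LV ChP and 0.00136 in 4V ChP, limma's camera), but by Fisher's exact test on the lower genes, 3 in LV ChP and 16 in 4V ChP, the adjusted p was 0.733 and 0.057. In 4V ChP it was 0.0288 with the genes called by DESeq2 and 0.0115 without a filter, so this test depends on the setting there (Fisher's exact test). Solute carriers were lower in both ventricles by camera too (adjusted p = 0.00136 and 0.0047, limma's camera). Collagens, enriched among the lower genes of both ventricles by Fisher's exact test, did not pass in LV ChP (adjusted p = 0.38, limma's camera) and were lower in 4V ChP (adjusted p = 0.0284, limma's camera).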

The constitutive heterozygote *Otx2^+/GFP^* adult mice showed significant expression changes in 528 genes of the 4V ChP (*p-adj* < 0.05), which is comparatively less than for conditional *Otx2* knockdown in the 4V ChP (Figure 2A). 

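In 4V ChP, 514 of 14561 genes differed between the pools labelled *Otx2 +/GFP* and those labelled wildtype at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2's Wald test gave 634. Pools of the same letter deviated together, with a correlation of 0.34 across genes, and with the letter as a block 2522 genes passed. With the letters crossed, 372 did. Beside the genes named elsewhere, the largest rises among genes with a mean above 10 counts included *Trhr*, from 20.8 ± 5.56 to 637 ± 137 normalized counts (SD, n = 2 pools), and the largest fall was that of *Sptlc3*, from 88.1 ± 51.8 to 1.45 ± 0.675 (SD, n = 2 pools). *Trhr* lies on chromosome 15 from 44196135 to 44235912 and *Sptlc3* on chromosome 2 from 139493913 to 139637674.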

Given that fewer genes are deregulated in this constitutive model, this suggests that compensatory mechanisms for countering reduced OTX2 levels were activated during development. 

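The difference between the models in the response of 4V ChP was itself tested, as the interaction of knockdown label and model over 8 pools. It was past an adjusted p of 0.05 in 247 of 15314 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in 1043 genes with the pool letter as a block. Of the 1759 genes changed in either model, 78.1% moved in the same direction in both. From the smaller number of genes in this model, the paper proposes that mechanisms compensating for reduced OTX2 were active during development.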

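Of the genes changed in the pools labelled *Otx2 +/GFP*, 260 were higher and 254 were lower. The higher genes were 50.6% of these, against 60.3% (320 of 531) with total counts in place of TMM and 54.4% (345 of 634) under DESeq2. Collagens were 5 of the higher genes (adjusted p = 0.00219, Fisher's exact test with Benjamini-Hochberg adjustment), among them *Col1a2* and *Col3a1*, and 2 of the lower (adjusted p = 0.308, Fisher's exact test). Laminins were 3 of the higher genes (adjusted p = 0.00341, Fisher's exact test). With limma's camera on all genes of a family, collagens did not pass (adjusted p = 0.2, limma's camera) and laminins were higher (adjusted p = 0.00742, limma's camera). None of the 7 tested genes of MHC class II was changed.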

The changes in gene expression were relatively balanced between upregulation (273 genes) and downregulation (255 genes), and ontology analysis revealed shared terms, including glycoprotein, signal, membrane-related, and secreted proteins (Figure 2B). The upregulated genes are also enriched for cell adhesion and alternative splicing, while downregulated genes are enriched for trafficking and transport. This suggests that brain-wide and life-long knockdown of *Otx2* leads to altered ChP signaling, barrier functions, and brain homeostasis.

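Solute carriers were 12 of the genes lower in the pools labelled *Otx2 +/GFP* and 4 of the higher genes (adjusted p = 0.00563 and 1, Fisher's exact test with Benjamini-Hochberg adjustment). With limma's camera, solute carriers did not pass in these pools (adjusted p = 0.38 without and 0.389 with the pool letter as a block, limma's camera). Cadherins and protocadherins were 3 of the higher genes, *Cdh1*, *Cdh11* and *Cdh19*, and none of the lower (adjusted p = 0.208 and 1, Fisher's exact test). *Cadm1*, on chromosome 9 from 47530173 to 47857637, rose from 315 ± 33.7 to 1490 ± 309 normalized counts (SD, n = 2 pools), a log2 fold change of 2.24 (standard error 0.17, adjusted p = 0.00049, edgeR's quasi-likelihood test).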

We hypothesized that genes that were deregulated in both conditional and constitutive models could be either direct targets of OTX2 transcription regulation or targets of important OTX2-dependent pathways. Comparison of gene expression changes in 4V ChP of these two models revealed an overlap of more than 80 genes, in both the upregulated and downregulated repertoires (Figure 2A). This represented about half of the identified expression changes in *Otx2^+/GFP^* mice, but less than a third of the changes in the conditional model. 

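In 4V ChP, 236 genes were changed in the same direction in the pools labelled Cre-Tat and in those labelled *Otx2 +/GFP*, 102 higher and 134 lower, and 11 were changed in opposite directions. Over the 13939 genes tested in both models, the overlap had a p of 5.7e-62 for the higher and 8.4e-107 for the lower genes (Fisher's exact test). With the pool letter as a block, 975 genes were shared and 114 were opposite.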

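The shared genes were 45.9% of those changed in the pools labelled *Otx2 +/GFP* and 15.2% of those changed in the 4V pools labelled Cre-Tat.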

When genes from LV ChP conditional *Otx2* knockdown are included in the analysis, we identified 42 genes that are globally upregulated and 34 genes that are globally downregulated (Table 3). 

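In all 3 comparisons, 57 genes were higher and 31 lower in the pools labelled as knockdown, and with the pool letter as a block 147 were higher and 91 lower. Under DESeq2 the split was 58 and 59, and with total counts in place of TMM 66 and 13. Of the 57 and 31 genes, 37 and 24 are among those of Table 3. In LV ChP, 41 of the 42 genes listed there as higher were past the threshold in that direction, as were 42 in 4V ChP and 37 in the constitutive model, and with adjustment over the list alone 42 were in each. Of the 34 genes listed as lower, 27 were past it in LV ChP, 33 in 4V ChP and 30 in the constitutive model, and 33 in each over the list alone. The list holds the paper's own calls on these data, so this shows no stability. *Otx2* moved opposite to its listing in each comparison, with higher counts in the pools labelled as knockdown. *Fgf1*, on chromosome 18 from 38838673 to 38929472, rose in each comparison, from 238 ± 76.9 to 944 ± 72.4 normalized counts (SD, n = 2 pools) in LV ChP, from 174 ± 28.4 to 769 ± 28.0 in 4V ChP (SD, n = 2 pools) and from 175 ± 29.0 to 586 ± 10.8 in the constitutive model (SD, n = 2 pools). *Stra6*, on chromosome 9 from 58063788 to 58153996, fell in each, with log2 fold changes of -0.88, -1.05 and -1.35 (adjusted p = 0.011, 9.4e-05 and 0.0018, edgeR's quasi-likelihood test).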

To determine whether this list contains direct OTX2 transcription targets, we compared it with OTX2 chromatin immunoprecipitation experiments that were previously performed in mouse embryonic brain [9] or adult retina [14]. However, we found almost no overlap, with only *Ttr* being a common target. This suggests that the transcription-related activity of OTX2 is different in the adult choroid plexus and/or that these deregulated genes are downstream targets of OTX2-dependent pathways. It will be necessary to perform ChIPseq or CUT&RUN analysis of adult choroid plexus, to distinguish between these possibilities. Taken together, our analysis identifies new potential functions for *Otx2* in the adult brain. We found upregulation of immune factors, specifically in the conditional *Otx2* loss-of-function model, and deregulation of genes involved in cellular adhesion, trafficking, signaling, and secretion, in both knockdown models, suggesting altered ChP function and disruption of the ChP barriers.

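The immune families enriched after Cre-Tat were not enriched in the pools labelled *Otx2 +/GFP*, where 1 of 40 interferon-inducible genes (adjusted p = 0.817, Fisher's exact test with Benjamini-Hochberg adjustment) and 1 of 22 complement genes (adjusted p = 0.653, Fisher's exact test) were higher. With limma's camera, the interferon-inducible genes were higher in those pools too (adjusted p = 0.0252 without and 0.00173 with the pool letter as a block). Whether a family's response differs between the models was not tested. *Col1a2*, on chromosome 6 from 4504814 to 4541544, was higher in both models, with log2 fold changes of 1.64, 1.57 and 1.09 in LV ChP, 4V ChP and the constitutive model (adjusted p = 0.00011, 1.3e-06 and 0.0019, edgeR's quasi-likelihood test).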

### 2.2. Altered Expression of ChP Secreted Factors

Given that our various ontology analyses often evoked secreted factors, we focused on ChP factors secreted in CSF and implicated in embryonic and/or adult neurogenesis (Table 4), which is one of the identified functions of adult ChP [19,23,24]. The factors implicated in embryonic neurogenesis include SHH, BMPs, and WNTs [25]. 

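*Shh* lies on chromosome 5 of GRCm38 from 28456815 to 28467256, and its exons overlap those of 2 genes on the opposite strand, which the counts may include since the strand used for counting is not stated. It had no counts in either pool labelled wildtype and 62.5 ± 15.3 normalized counts (SD, n = 2 pools) in those labelled *Otx2 +/GFP*. That is at least 20.8-fold higher than the floor of 3 counts, with adjusted p = 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the conditional model, *Shh* had too few counts to be tested. Its mean was 0 in the LV pools labelled vehicle and 1.38 ± 0.533 (SD, n = 2 pools) in those labelled Cre-Tat, and 0.697 ± 0.986 and 4.60 ± 5.33 in 4V ChP (SD, n = 2 pools).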

While *Shh* expression was not observed (mean reads < 1) in either ChPs of the wildtype mice, which is consistent with published data [3], the 4V ChP of *Otx2^+/GFP^* mice (but not the ChPs of conditional *Otx2* ChP knockdown mice) showed a significant increase in *Shh* expression. Between the various *Bmp* and *Wnt* family genes, only *Bmp7* and *Wnt2b* were differentially expressed in Cre^+^*Otx2^lox/lox^* mice, as compared to Veh^+^*Otx2^lox/lox^* mice. 

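In 4V ChP, *Bmp7*, on chromosome 2 from 172868012 to 172940321, rose from 2565 ± 60.3 to 4038 ± 160 normalized counts (SD, n = 2 pools) in the pools labelled Cre-Tat, a log2 fold change of 0.65 (standard error 0.13, adjusted p = 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LV ChP its log2 fold change was 0.48 (standard error 0.17, adjusted p = 0.17, edgeR's quasi-likelihood test). *Wnt2b*, on chromosome 3 from 104945272 to 104961921, rose from 10.1 ± 0.458 to 66.8 ± 14.9 in LV ChP and from 12.2 ± 4.45 to 65.7 ± 2.51 in 4V ChP (SD, n = 2 pools), with log2 fold changes of 2.71 and 2.45 (adjusted p = 0.0036 and 0.00031, edgeR's quasi-likelihood test). In the pools labelled *Otx2 +/GFP*, the log2 fold change was 0.02 for *Bmp7* and 0.24 for *Wnt2b* (adjusted p = 0.96 and 0.77, edgeR's quasi-likelihood test).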

Canonical Wnt signaling is perturbed in embryos with *Otx2* 4V ChP knockdown, which was attributed to the dysregulation of Wnt modulators, including *Rspo1*, *Sfrp2*, *Sostdc1*, *Tgm2*, and *Wnt4,* and to the increased levels of WNT4 and TGM2 in the CSF of mutant mice [2]. While *Rspo1*, *Sfrp2*, and *Wnt4* were very poorly expressed and unchanged in both the LV and 4V ChP of Cre^+^*Otx2^lox/lox^* adult mice, the expression of *Sfrp1*, *Sostdc1*, and *Tgm2* were significantly changed in 4V ChP (Table 4), suggesting adult OTX2 retains some embryonic functions. 

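*Rspo1* and *Sfrp2* had means of at most 5.47 normalized counts in the pools of the conditional model and were not tested there. *Wnt4* rose from 31.6 ± 10.7 to 84.6 ± 45.1 in LV ChP and from 8.14 ± 0.322 to 22.4 ± 4.81 in 4V ChP (SD, n = 2 pools), log2 fold changes of 1.42 and 1.45 that did not pass the threshold (adjusted p = 0.089 and 0.084, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 4V ChP the log2 fold change was -0.92 for *Sfrp1* (standard error 0.14, adjusted p = 0.00037, edgeR's quasi-likelihood test), -0.96 for *Sostdc1* (standard error 0.15, adjusted p = 0.00034, edgeR's quasi-likelihood test) and 0.93 for *Tgm2* (standard error 0.18, adjusted p = 0.0026, edgeR's quasi-likelihood test). In LV ChP the values were -0.91, -0.95 and 0.62 (adjusted p = 0.0062, 0.0055 and 0.077, edgeR's quasi-likelihood test). *Sfrp1* lies on chromosome 8 from 23411502 to 23449632, *Sostdc1* on chromosome 12 from 36314139 to 36318452 and *Tgm2* on chromosome 2 from 158116402 to 158146436, where its exons overlap those of 2 genes on the opposite strand.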

To further explore this hypothesis, we compared our RNA sequencing analysis of 4V ChP Cre^+^*Otx2^lox/lox^* to the previous microarray analysis of embryonic *Otx2* knockdown, specifically in the hindbrain ChP, performed by Götz and colleagues [2]. They found 340 significantly (FDR < 10%, >2-fold change) expressed genes, with 135 genes upregulated and 225 genes downregulated. Compared to our adult knockdown, there was less than a 20% overlap with upregulated genes (24 of 135 genes) and an almost 30% overlap with downregulated genes (62 of 225 genes). Some of these genes are found among the top ten dysregulated 4V genes (Table 2) and the globally altered genes (Table 3), and they have functions related to cell adhesion, trafficking, and secretion. 

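In the 4V pools labelled Cre-Tat, the 7 starred genes of Table 3 listed as higher had log2 fold changes of 1.59 to 4.92 and the 8 listed as lower had -1.19 to -0.71, and all were past the threshold. *Fmod*, on chromosome 1 from 134037254 to 134048277, rose from 288 ± 60.3 to 8697 ± 1340 normalized counts (SD, n = 2 pools), with an adjusted p of 1.5e-11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myo5b*, which carries vesicles, lies on chromosome 18 from 74440936 to 74771493 and fell from 2107 ± 14.3 to 1037 ± 98.0 (SD, n = 2 pools), with an adjusted p of 6.8e-05 (edgeR's quasi-likelihood test).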

Given that *Otx2* knockdown experiments in late embryonic development showed that OTX2 is necessary for 4V, but not LV, ChP maintenance [2], our results suggest that adult *Otx2* expression could retain this maintenance function in 4V ChP.

We have previously shown that OTX2 that is secreted into the CSF from the ChP, can regulate adult neurogenesis non-cell autonomously, by transferring into the astrocytes in the SVZ and RMS, thereby affecting neuroblast migration [19]. This study also showed that ChP *Otx2* knockdown in Cre^+^*Otx2^lox/lox^* adult mice, which will impact both cell- and non-cell-autonomous activity, also led to significantly reduced SVZ neurogenesis, suggesting that OTX2 may regulate secreted factors that are implicated in adult neurogenesis, through cell-autonomous effects in the ChP. IGF2 and SLIT1/2 regulate both embryonic and adult neurogenesis [24,26,27,28]. 

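Of the *Slit* genes, *Slit1* (chromosome 19, 41600257 to 41743665) had means of 0 to 1.95 normalized counts in every group and was not tested. *Slit3* (chromosome 11, 35121224 to 35708507) fell in 4V ChP from 28.2 ± 9.47 to 8.32 ± 1.16 in the pools labelled Cre-Tat (SD, n = 2 pools), a log2 fold change of -1.72 (standard error 0.49, adjusted p = 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slit2* (chromosome 5, 47983138 to 48307733) had a log2 fold change of 0.23 in LV ChP, 0.46 in 4V ChP and 0.48 in the pools labelled *Otx2 +/GFP* (adjusted p = 0.64, 0.077 and 0.16, edgeR's quasi-likelihood test).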

While *Slit1* is not expressed and *Slit3* is only weakly expressed in adult ChP, *Slit2* is highly expressed, but shows no significant change in expression in the ChP, with reduced *Otx2*. Admittedly, there is a trend towards increased *Slit2* expression and we cannot exclude the potential for biological relevance. 

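*Igf2* lies on chromosome 7 from 142650766 to 142666816, where its exons overlap those of another gene on the same strand, whose reads its counts may include. It fell from 42370 ± 5810 to 19360 ± 4000 normalized counts in LV ChP and from 18838 ± 871 to 8094 ± 1620 in 4V ChP of the pools labelled Cre-Tat (SD, n = 2 pools). In the pools labelled *Otx2 +/GFP* it fell from 41409 and 42601 in pools A and B labelled wildtype to 17051 and 16626. The log2 fold changes were -1.13, -1.22 and -1.32 (standard errors 0.19, 0.17 and 0.12, adjusted p = 0.0041, 0.00011 and 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).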

*Igf2* was significantly downregulated, more than 2-fold, in all the ChPs, upon *Otx2* knockdown. However, there was a concomitant downregulation in *Igfbp2*, which can inhibit IGF2, suggesting that the level of IGF2 activity could be maintained through the compensatory reduction in inhibiting factors. 

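*Igfbp2*, on chromosome 1 from 72824503 to 72852474, had a log2 fold change of -1.10 in 4V ChP (standard error 0.17, adjusted p = 0.00037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.15 in the pools labelled *Otx2 +/GFP* (standard error 0.12, adjusted p = 0.0019, edgeR's quasi-likelihood test). In LV ChP it went from 30260 ± 2330 to 21234 ± 5150 normalized counts (SD, n = 2 pools), a log2 fold change of -0.51 that did not pass the threshold (standard error 0.19, adjusted p = 0.19, edgeR's quasi-likelihood test).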

Other factors influencing adult neurogenesis include amphiregulin (AREG) [29], FGF2 [30,31,32], and TGF-α [33], yet we found no significant change in their expression (and no detectible expression of *Areg*). 

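*Areg* had no counts in 4V ChP of either model and a mean of 0.879 ± 1.24 normalized counts (SD, n = 2 pools) in the LV pools labelled Cre-Tat. The log2 fold change of *Fgf2* was -0.17 in LV ChP, 0.40 in 4V ChP and 0.01 in the pools labelled *Otx2 +/GFP* (adjusted p = 0.88, 0.4 and 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its exons overlap those of another gene on the same strand and of *Nudt6* on the opposite strand. *Tgfa*, on chromosome 6 from 86195223 to 86275719 with exons overlapping a gene on the opposite strand, had values of -0.57, -0.45 and 0.67 (adjusted p = 0.074, 0.052 and 0.062, edgeR's quasi-likelihood test).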

Finally, other factors show more change in gene expression after acute *Otx2* knockdown compared to constitutive knockdown. 

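*Tgfb2* lies on chromosome 1 from 186622792 to 186705989, with exons overlapping a gene on the opposite strand. In the pools labelled Cre-Tat it fell from 9246 ± 377 to 4794 ± 25.4 normalized counts in LV ChP and from 3780 ± 24.3 to 2171 ± 138 in 4V ChP (SD, n = 2 pools). The log2 fold changes were -0.95 and -0.80 (standard errors 0.16 and 0.13, adjusted p = 0.0041 and 0.00066 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.39 in the pools labelled *Otx2 +/GFP* (adjusted p = 0.13, edgeR's quasi-likelihood test).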

TGF-β negatively regulates adult neurogenesis [34], and *Tgf-β2* is downregulated in both the ChPs of Cre^+^*Otx2^lox/lox^* mice (Table 4). Taken together, these minimal or compensatory changes in specific secreted signaling factors suggest that *Otx2* expression in the ChP could have only a minor cell-autonomous role in regulating adult neurogenesis. This hypothesis is consistent with similar levels of decrease in adult neurogenesis, observed with both this ChP *Otx2* knockdown model and the non-cell-autonomous-only OTX2 knockdown mouse model [19].

### 2.3. Altered Expression of Immune and Stress Factors

Given the altered expression of homeostasis and stress response-related factors in both the ChPs of conditional *Otx2* knockdown mice, we turned to the viral expression of shRNA-*Otx2* in LV and 4V ChPs. Intracerebroventricular-injected AAV5 results in ChP-specific expression [35,36], and provides a tool to acutely affect Otx2 expression in any mouse model. We validated this model by qPCR analysis, which showed a 69% decrease in (mRNA) *Otx2* and a concomitant very large decrease in the expression of a known direct transcriptional target, transthyretin (*Ttr*) (Figure 3A). 

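In the pools labelled Cre-Tat, the normalized count of *Ttr* fell by 36.7% in LV ChP and by 55.9% in 4V ChP. The log2 fold change was -0.66 in LV ChP (standard error 0.19, adjusted p = 0.077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.18 in 4V ChP (standard error 0.30, adjusted p = 0.015, edgeR's quasi-likelihood test). With total counts in place of TMM the decrease was 29.2% in LV ChP and 51.3% in 4V ChP, and with DESeq2's size factors 37.2% and 56.0%. The viral knockdown was not analysed here.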

Comparing models, the decrease in (mRNA) *Ttr* in Cre^+^*Otx2^lox/lox^* mice was 45%, while it was 87% in the shRNA-*Otx2* mice, which suggests that viral knockdown provides a more robust effect. TTR, the most highly expressed protein in ChP (Table 1), is secreted into CSF and transports thyroxin and retinol-binding protein, and has a role in regulating cognition and memory, psychological health, and emotions (for a recent review, see [37]), suggesting that OTX2 levels can potentially impact similar brain functions. Furthermore, the downregulation of aquaporin 1 (*Aqp1)* (Table 3, Figure 3A) was also confirmed, with *Aqp4* as a negative control, suggesting that OTX2 can also regulate CSF water homeostasis.

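*Aqp1*, on chromosome 6 from 55336432 to 55348555, fell from 9857 ± 392 to 6326 ± 651 normalized counts in LV ChP and from 6503 ± 1190 to 3042 ± 506 in 4V ChP of the pools labelled Cre-Tat (SD, n = 2 pools). The log2 fold changes were -0.64 and -1.10 (adjusted p = 0.046 and 0.00021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.60 in the pools labelled *Otx2 +/GFP* (adjusted p = 0.063, edgeR's quasi-likelihood test). *Aqp4*, on chromosome 18 from 15389496 to 15410982, rose in each comparison, with log2 fold changes of 0.78, 0.84 and 1.74 (adjusted p = 0.038, 0.01 and 0.0011, edgeR's quasi-likelihood test).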

In keeping with roles in brain homeostasis and surveillance, we also chose targets from ontology analysis (Figure 1), in functions related to oxidative stress, immune response, and metal ion transport. A surprising finding was the over 100-fold increase in glutathione peroxidase 3 (*Gpx3*), an extracellular enzyme that catalyzes the reduction in peroxidases and protects cells from oxidative damage, suggesting that a loss of OTX2 has a significant impact on cell physiology (Figure 3B). Other compensatory mechanisms against oxidative stress include decreased fatty acid oxidation (*Scd1*), increased peroxisome function (*Acox2*, *Ddo*), for countering oxidative stress and inflammation [38], and changes in the structural cell response (*Vim*) [39] (Figure 3C). Concerning the immune response (Figure 3D), we tested a complement activation factor (*CD55*), an inflammatory response chemokine (*Ccl9*), and an innate immune response factor (*Iigp1*). The direction of change in the expression of all of these factors, upon acute viral *Otx2* knockdown, was consistent with the constitutive and conditional mouse models. It remains unclear whether the loss of OTX2 provokes oxidative stress, and thus indirect activation of genes such as *Gpx3*, or whether OTX2 regulates the genes involved in reactive oxygen species signaling and/or stress response. 

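*Gpx3*, on chromosome 11 from 54902453 to 54910377, rose from 294 ± 213 to 7315 ± 2090 normalized counts in LV ChP and from 183 ± 45.6 to 10795 ± 2850 in 4V ChP of the pools labelled Cre-Tat (SD, n = 2 pools). The log2 fold changes were 4.64 and 5.89 (adjusted p = 1.6e-05 and 1.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.48 in the pools labelled *Otx2 +/GFP* (adjusted p = 0.00039, edgeR's quasi-likelihood test). *Vim* and *Cd55* were higher in all 3 comparisons, with log2 fold changes of 1.80, 2.15 and 0.70 and of 1.15, 1.96 and 0.63 in LV ChP, 4V ChP and the constitutive model. *Acox2* rose in the conditional model, by 1.75 and 2.25 on the log2 scale, and *Iigp1* by 2.46 and 2.69, and neither was past the threshold in the constitutive model (adjusted p = 0.46 and 0.5, edgeR's quasi-likelihood test). *Ddo* was past it in LV ChP and the constitutive model, with log2 fold changes of 0.88 and 0.98, and not in 4V ChP (0.27, adjusted p = 0.25, edgeR's quasi-likelihood test). *Scd1* had log2 fold changes of -1.12 and -0.96 in the conditional model and *Ccl9* of -1.39 and -1.61. In the constitutive model the values were 0.32 and 0.64 (adjusted p = 0.39 and 0.71, edgeR's quasi-likelihood test). With the pool letter as a block, *Scd1* and *Ccl9* were called higher in the constitutive model, and *Ddo* was called higher in 4V ChP. Between the 4V responses of the models, the log2 difference was 3.40 for *Gpx3*, 1.44 for *Vim*, 1.32 for *Cd55*, 1.94 for *Acox2*, 2.35 for *Iigp1* and -1.30 for *Scd1* (adjusted p = 0.00021, 0.0021, 0.0018, 0.0092, 0.04 and 0.016, edgeR's quasi-likelihood test of the interaction). *Ccl9* and *Ddo* were not among the named genes past the threshold in that test. The acute viral knockdown was not analysed here.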

Finally, given their role in brain homeostasis, we also quantified factors related to metal ion transport (*Steap1* and *Slc31a*) (Figure 3E), which had altered expression in the conditional Cre^+^*Otx2^lox/lox^* mice. 

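*Steap1*, on chromosome 5 from 5736317 to 5749326, had log2 fold changes of -1.58 in LV ChP and -1.92 in 4V ChP of the pools labelled Cre-Tat (standard errors 0.20 and 0.15, adjusted p = 0.00053 and 1.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc31a1*, on chromosome 4 from 62360727 to 62391769, had log2 fold changes of -0.76 and -0.98 (standard errors 0.16 and 0.14, adjusted p = 0.017 and 0.00016, edgeR's quasi-likelihood test).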

Only *Slc31a*, which transports copper ion, had concomitant reduced expression upon *Otx2* knockdown. These findings suggest that ChP function is greatly impacted by *Otx2* expression level, opening the question of whether *Otx2* overexpression in ChP would also deregulate homeostasis and illicit immune responses in a wildtype context or, on the contrary, rescue deficits in homeostasis in an aged or diseased animal.

### 2.4. Otx2 Protein Interactions

To further analyze OTX2 function in adult ChP, we performed several OTX2 co-immunoprecipitation (co-IP) experiments with mass spectrometry (MS) analysis, to identify potential protein partners. We previously discovered that OTX2 protein is secreted by the ChP into CSF, and accumulates non-cell autonomously in SVZ and RMS astrocytes [19] and VCx parvalbumin cells [5,40]. The identification of alternate protein partners in cell-autonomous and non-cell-autonomous contexts would suggest that OTX2 takes on specific roles after transferring between cells. To test this hypothesis, and to reinforce ChP analysis, we also performed OTX2 co-IP on lysates from adult mouse SVZ, RMS, and VCx.

We used three criteria to obtain a list of potential OTX2 protein interactions in the four brain structures (Table 5), as follows: (i) unique proteins with three or more peptides identified exclusively in OTX2 compared to IgG co-IP samples (unique protein, ≥3 peptides); (ii) proteins identified with three or more peptides in OTX2 co-IP samples and having a relative peptide difference greater than 50% compared to IgG co-IP (selected protein, ≥50% rel. ∆); and (iii) all small proteins (≤25 kDa) exclusive to OTX2 co-IP samples, regardless of peptide number (unique small protein, ≤25 kDa), given that they have fewer identifiable MS peptides. These lists were used for comparison between structures and for ontology analysis. We generated a list of 60 high-confidence protein partners of OTX2 in ChP that were common to all three ChP samples (Table 6). These proteins cover several functions, including cell adhesion, cell trafficking, cell signaling, metabolism, RNA binding, RNA processing, transcription, chromatin structure, and DNA repair. Interestingly, more than 10% (eight proteins) belong to the “tier 1” proteins identified in stress granules [41], which are involved in translational control and post-transcriptional regulation. Although this functional class was not identified by KEGG pathway analysis (see below), this is likely due to the absence of annotation, given the only recent emergence of updated comprehensive inventories of stress granule proteins. Thus, we can only hypothesize that OTX2 interacts with these granules, although this putative function is given weight by the presence of the PAX1 homeoprotein among the “tier 1” proteins, by the in vivo interaction between the EMX2 homeoprotein with the translation initiation factor eIF4E [42], and by the involvement of the PROX1 homeoprotein in liquid–liquid phase separation [43], which also underlies stress granule assembly [41]. Also of note are the putative partners MECP2 and MOV10, given that OTX2 has been shown to regulate MECP2 foci in the postnatal mouse visual and auditory cortex [16], and that the EN1 homeoprotein is involved in LINE-1 regulation [44].

Few OTX2 partners have been biochemically and functionally validated. One key partner during embryogenesis is MEIS2, which is a co-activator for mesencephalon specification [45]. 

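In the pools labelled vehicle, normalized together, *Meis2* (chromosome 2, 115863064 to 116065839) had 176 ± 6.84 counts in 4V ChP and 31.0 ± 14.3 in LV ChP (SD, n = 2 pools), a log2 fold change of -2.50 for LV over 4V ChP (adjusted p = 0.00013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the same scale, *Otx2* had 6140 ± 45.1 in 4V ChP and 6718.5 ± 815 in LV ChP (SD, n = 2 pools), a log2 fold change of 0.13 (adjusted p = 0.59, edgeR's quasi-likelihood test).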

*Meis2* is expressed in ChP at low levels (170 mean reads in 4V ChP; 31 mean reads in LV ChP), as compared to OTX2 (5954 mean reads in 4V ChP and 6829 mean reads in LV ChP), and appears not to be a major partner of OTX2 in ChP. TLE4 is another identified protein partner of OTX2 during development, and allows repression of mesencephalon fate [46]. Despite its expression in ChP (798 mean reads in 4V ChP and 689 mean reads in LV ChP), TLE4 was not identified in our OTX2 co-IP, although this could be due to TLE4 being under the limit of detection or having peptides that are too hydrophobic or hydrophilic for MS detection. 

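*Tle4*, on chromosome 19 from 14448150 to 14598051, had 823 ± 27.1 normalized counts in 4V ChP and 678 ± 43.5 in LV ChP of the pools labelled vehicle (SD, n = 2 pools), a log2 fold change of -0.28 for LV over 4V ChP (adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The co-IP was not analysed here.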

The potential absence of TLE4 suggests that OTX2 protein interactions depend strongly on the cell type and developmental context.

To identify novel OTX2 protein partners that are ubiquitous throughout the brain, we compared the lists from the four brain structures, as follows: ChP (pooled LV and 4V), SVZ, RMS, and VCx. Few high-confidence proteins (selected protein ≥ 50% rel. ∆), 14 in total, were common to the three non-cell-autonomous structures (Table 7). Of these 14 common proteins, 5 were also identified in the ChP. Interestingly, these top-ranked proteins include FIG4, VAC14, and PIKFYVE, which play a role in phosphatidylinositol(3,5)bisphosphate [PI(3,5)P2] regulation, in multivesicular body (MVB) biogenesis, and in endosome autophagy and trafficking [47], suggesting that OTX2 plays a role in vesicle transport or is carried via MVBs. Given that MVBs can give rise to extracellular vesicles, interaction with OTX2 may reinforce its role in regulating the pathways of extracellular protein expression that are identified in our RNA sequencing analysis.

To identify potential differences between cell-autonomous and non-cell-autonomous partners, we performed KEGG pathway analysis on OTX2 protein partners, for all structures individually (Table 8). No dramatic differences were found between the structures, suggesting conserved roles of OTX2 in cell-autonomous and non-cell-autonomous OTX2 target structures. Common to nearly all structures are metabolic pathways, RNA transport, oxidative phosphorylation, RNA processing, and spliceosome. Pathways that are specific to the ChP pertain to the maintenance of tight junctions, protein processing, and actin cytoskeleton regulation. Downregulation of the cell adhesion class was also identified in the RNAseq analysis of conditional Cre^+^*Otx2-lox* mice (Figure 1), suggesting a direct involvement of OTX2 both in gene regulation and cellular functions for cell-autonomous ChP maintenance. 

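Among families of adhesion genes, integrins were 2 of the genes lower in the pools labelled Cre-Tat in each ventricle, *Itga10* and *Itga3* (adjusted p = 0.108 in LV ChP and 0.653 in 4V ChP, Fisher's exact test with Benjamini-Hochberg adjustment). Without a filter on low counts, 4 integrins were among the genes higher in LV ChP (adjusted p = 0.0261, Fisher's exact test). *Itga10*, on chromosome 3 from 96645584 to 96664519 with exons overlapping a gene on the same strand, had log2 fold changes of -1.76 in LV ChP and -1.40 in 4V ChP (adjusted p = 0.0016 and 0.001, edgeR's quasi-likelihood test). The protein pathways were not analysed here.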

Of the 14 proteins in common between VCx, SVZ, and RMS, eight of them are involved in RNA processing, suggesting a novel function for OTX2. Although the spliceosome pathway was also enriched in ChP, these proteins stand out for their involvement in the U5 snRNP complex, exon junction complex, or mRNA export complex, whereas the spliceosome proteins identified in the ChP are either splicing co-factors, part of the SMN complex, or part of the U2 snRNP complex. Interestingly, OTX2 has been shown to bind the initiation factor eIF4e in GST pull-down experiments [42], while other homeoproteins have been shown to bind translation machinery [6,42,48] that is implicated in RNA export, transport, and translation. Taking the high-confidence partners together with KEGG pathway analysis, cell-autonomous OTX2 is likely implicated in the regulation of genomic landscape, the regulation and processing of RNA, the trafficking of signals, and the maintenance of cellular adhesion, while non-cell-autonomous OTX2 is more implicated in the processing of RNA.

### 2.5. Splice Variant Analysis

Given the high confidence of OTX2 interaction with spliceosome pathway proteins, we extended the analysis of our transcriptomic data of LV ChP from Cre^+^*Otx2^lox/lox^* mice to measure changes in splice variants. The isoform usage was found to be significantly changed in the coding transcripts for only four genes (*Mcrs*, *Ldlr*, *Tspan12*, and *Daxx*), and generally for only two isoforms among the splice variants (Figure 4A,B). These genes showed no change in overall expression upon *Otx2* knockdown (Figure 4C). 

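In LV ChP, the log2 fold changes of the transcript with the most counts were 0.78 for *Mcrs1*, 0.14 for *Tspan12* and 0.19 for *Daxx* (standard errors 0.60, 0.26 and 0.17), with adjusted p of 0.67, 0.91 and 0.75 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Mcrs1* had means of only 10.6 ± 1.20 and 18.5 ± 3.72 normalized counts (SD, n = 2 pools) in the pools labelled vehicle and Cre-Tat, on a transcript whose exons overlap genes on the opposite strand. Isoform usage was not analysed here, since a read appears to be counted on every transcript that it overlaps.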

Through acute *Otx2* knockdown by the viral expression of shRNA-*Otx2*, we confirmed a significant increase in the expression of only the *Mcrs-209* and *Daxx-204* isoforms, as other isoforms either did not change significantly or changed in the opposite direction (Figure 4D). Interestingly, MCRS and DAXX interact within a protein complex with various nuclear functions, including transcription regulation, chromatin remodeling, and DNA repair. Further research is needed to determine the functional consequences of these changes in the distribution of transcript isoforms.

Homeoproteins have been postulated to regulate transcript splicing. The PAX6 homeoprotein has been shown to modulate splicing machinery, such that changes in *Pax6* expression alter the population of tenascin-C splice variants without changing the total tenascin-C expression [49], while the CDX2 homeoprotein interacts with splicing machinery [50]. Regarding OTX2, its protein interactome in the adult retina revealed putative RNA processing partners, such as SFPQ and U2AF [15], while in the ChP and non-cell-autonomous structures, we found the potential partners ACIN1, DDX41, DDX46, HNRPLL, and PRRC2A, RBM25, RBM39, SF3A1, SF3B1, SNRNP200, and SRRM2 (Table 6 and Table 7). It remains to be determined whether OTX2 controls ChP splicing activity through direct interaction with splicing factors and/or by regulating their expression.

## 3. Materials and Methods

### 3.1. Animal Ethics Statement

All animal procedures, including housing, were carried out in accordance with the recommendations of the European Economic Community (2010/63/UE) and the French National Committee (2013/118). For surgical procedures, animals were anesthetized with xylazine (Rompun 2%, 5 mg/kg) and ketamine (Imalgene 500, 80 mg/kg). For biochemical analysis, mice either underwent transcardial perfusion or were sacrificed by cervical elongation. 

### 3.2. Animals and Stereotaxic Surgery

*Otx2^lox/lox^* mice were kindly donated by T. Lamonerie [51] and *Otx2^+/GFP^* mice by A. Simeone [52]. Three-month-old *Otx2^lox/lox^* mice were injected with Cre-Tat or vehicle as described in [19] and housed for 15 days after surgery. The following serotype 5 adeno-associated viruses (AAV5) were purchased from Vector Biolabs (Malvern, PA, USA): AAV5-CMV-EGFP-U6-shRNA (control); and AAV5-CMV-EGFP-U6-shRNA (mOtx2). High-titer AAV5 (~10^13^ GC/mL) were injected (2 µL per mouse) bilaterally into the LV (coordinates from bregma: x, −0.58 mm; y, ±1.28 mm; z, −2 mm) with a 10 µL Hamilton syringe (0.2 µL/min). Virus-injected mice were housed for 3 weeks after surgery. Animals were an equal mix of males and females. The *Otx2^+/GFP^* mice, littermates, and the injected *Otx2^lox/lox^* mice underwent transcardial perfusion with 20 mL saline phosphate buffer, and ChPs were dissected and processed for biochemical analysis. Virus-injected mice were sacrificed by cervical elongation for ChP extraction.

### 3.3. Quantitative PCR Analysis

Total RNA from LV and 4V ChPs was extracted by using the RNeasy lipid tissue mini kit (Qiagen, Courtaboeuf, France) with DNA removal. Total RNA (10 to 20 ng) was retrotranscribed by using the QuantiTect reverse transcription kit (Qiagen, Courtaboeuf, France). Quantitative PCR (qPCR) analyses of cDNA (diluted at 1/10) were performed in triplicate with a LightCycler 480 II (Roche, Meylan, France) using the SYBR Green I master mix (Roche, Meylan, France). Gene-to-*Hprt* or gene-to-*Gapdh* ratios were determined by the 2^−ΔΔCt^ method. For *Otx2* expression analysis, expression was compared to mean expression of vehicle-injected mice of the same experiment.

### 3.4. RNA Sequencing Analysis

For analysis of conditional knockdown mice, the RNA was extracted separately from LV and 4V ChPs of Cre-Tat and vehicle-injected mice. A small sample of each ChP was tested by qPCR to ensure Cre-Tat samples had less than 50% *Otx2* expression on average compared to control mice. Duplicate samples were prepared by pooling ChP lysates from 2 × 5 Cre-Tat-injected mice and from 2 × 4 vehicle-injected mice. For analysis of constitutive knockout mice, the RNA was extracted from pooled 4V ChPs of four 3-month-old *Otx2^+/GFP^* and five wildtype littermates, with duplicate samples (*n* = 2) of each genotype. PolyA+ mRNA purification, mRNA sequencing with technical replicates, and data normalization and quantification was performed by the Genomic Paris Center (IBENS, Paris, France) using Illumina HiSeq 1500 (Illumina, Evry, France). 

### 3.5. Isoform Analysis

Raw reads were processed with FASTP [53] using standard parameters, and then pseudo-aligned on mm10 GENCODE transcriptome using salmon [54]. The quantified transcriptome was then imported in R using the IsoformSwitchAnalyzeR package [55,56] with dIFcutoff = 0.15. Isoform switch test was performed using DEXseq [57,58] in IsoformSwitchAnalyzeR. Gene coding potential, secondary structures, signal peptides, and protein domains were analyzed with CPAT [59], Net-Surf2 [60], SignalP [61], and Pfam [62], respectively.

### 3.6. Protein Co-Immunoprecipitation

For each ChP co-IP experiment, ChP from LV and 4V were pooled from four 3-month-old mice and were lysed with 1 mL lysis buffer (100 mM Tris pH 7.5, 1 mM EDTA, 100 mM NaCl, 1% NP40, 1 mM MgCl_2_, 1X protease/phosphatase inhibitor (Roche, Meylan, France)) containing 1µL of benzonase (Roche, Meylan, France). ChP were dissociated using 26G syringe and incubated 30 min on ice. Tubes were centrifuged at 21,000× *g* for 10 min and supernatant was recovered and divided in two. Each half was incubated with 44 µg of either anti-OTX2 (ab21990, Abcam, Paris, France) or anti-IgG (ab27478, Abcam, Paris, France) antibodies coupled to magnetic beads (10 mg/mL with 9.5 µg of antibody per mg of beads, Dynabeads antibody coupling kit, Invitrogen, Vilnius, Lithuania) in lysis buffer at 4 °C on rotating wheel overnight. Using magnetic separation, beads were washed 5 times in 1 mL of cold lysis buffer. Pelleted beads were eluted in 20 µL of laemmli buffer by heating 5 min at 95 °C, and then stored at −20 °C.

For SVZ, RMS, and VCx, tissue was pooled from ten 3-month-old wildtype mice and were lysed by trituration (pipette and 26G syringe) in 10 µL lysis buffer II (20 mM Tris pH 8, 120 mM NaCl, 1% NP40, 1 mM MgCl2, 5% glycerol, 1X protease/phosphatase inhibitor) per mg of tissue supplemented with 1 µL of benzonase per 1mL of lysis buffer II. Samples were processed as described above with 25 µL of antibody-coupled beads. Pelleted beads were eluted in 30 µL of laemmli buffer.

### 3.7. Mass Spectrometry Analysis

Proteomics analyses were performed by the Protein Mass Spectrometry Laboratory (Institut Curie, Paris, France). Eluted samples in laemmli were processed and resulting peptides were analyzed by nano-LC-MS/MS using an Ultimate 3000 system (Dionex, Thermo Fisher Scientific, Paris, France) coupled to an Orbitrap Fusion mass spectrometer (Q-OT-qIT, Thermo Fisher Scientific, Paris, France). Data were acquired using Xcalibur software and the resulting Mascot files (v2.5.1) were further processed by using myProMS software (v3.9) [63]. Percolator [64] was used for FDR calculations set to 1% peptide level. For ChP proteomics, three experiments were performed (*N* = 3). For SVZ, RMS and VCx proteomics, one experiment was performed (*N* = 1). 

### 3.8. Ontology Analysis

Genes with >10 mean reads in at least one of the ChP samples were selected for ontology analysis. Differentially expressed gene lists were generated by using threshold of *p-adj* < 0.05. Ontology term enrichment and KEGG pathways were analyzed with DAVID Bioinformatic resource v6.7 [65,66] and ontology terms were plotted as -log_10_ scale of the enrichment *p*-values. UniProt (access date 21 August 2020, http://www.uniprot.org) was used for obtaining functional classes (Table 1, Table 3, Table 6 and Table 7). Gene list comparisons and Venn diagram data were generated with web-based tools (http://www.bioinformatics.lu/venn.php).

## 4. Conclusions

The ChP has barrier functions for controlling what gets in and out of the brain, and homeostasis functions for controlling brain metabolites in the CSF. The data in this present study allow us to go a step further, by imparting important ChP endocrine functions that are putatively regulated by the cell-autonomous and non-cell-autonomous activities of OTX2. Indeed, in addition to regulating the expression and post-transcriptional modification of genes encoding signaling and hormone-transport proteins that are secreted into the CSF, such as *Igf2* and *Ttr*, OTX2 itself is secreted by the ChP and exerts essential non-cell-autonomous activities, such as the regulation of cerebral cortex plasticity or that of adult neurogenesis [5,19,67]. Transcriptomic analysis of different genetic *Otx2* loss-of-function models, including conditional knockdown, specifically in the ChP, coupled with proteomic analysis, are the first steps towards a better understanding of the molecular biology of this traveling transcription factor in and out of its main cerebral source.

## Figures and Tables

**Figure 1:**
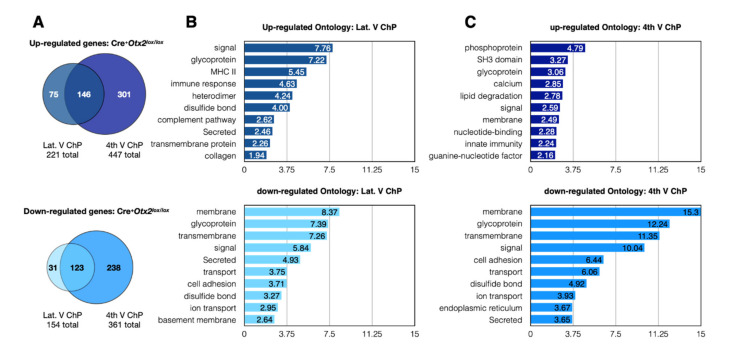
Changes in gene expression after conditional *Otx2* knockdown in choroid plexus. (**A**) Venn diagrams of the number of up- or down-regulated genes (*p-adj* < 0.05) from RNAseq analysis of ChP of Cre-Tat icv-injected *Otx2^lox/lox^* mice (Cre^+^*Otx2^lox/lox^*) compared to vehicle-injected mice. The diagrams compare the overlap between lateral ventricle (Lat. V ChP) and fourth ventricle (4th V ChP) differentially regulated genes; (**B**) Ontology analysis of differentially regulated genes in lateral ventricle ChP after conditional *Otx2* knockdown; (**C**) Ontology analysis of differentially regulated genes in fourth ventricle ChP after conditional *Otx2* knockdown.

**Figure 2:**
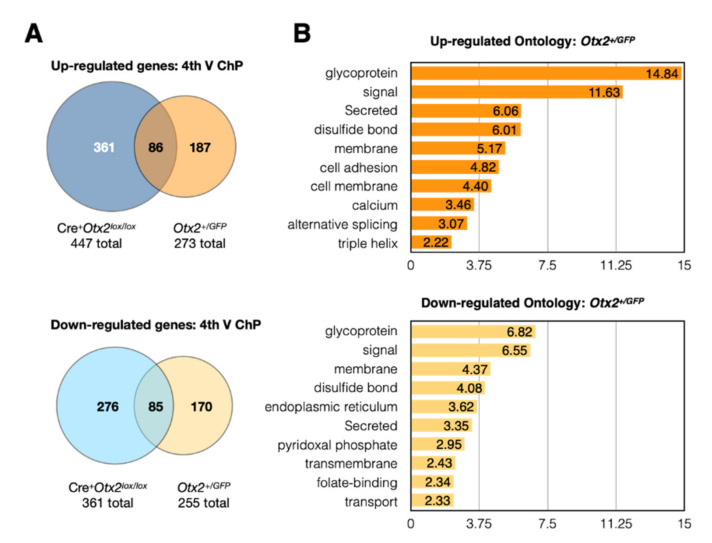
Gene expression in choroid plexus of *Otx2^+/GFP^* mice. (**A**) Venn diagrams of the number of up- or down-regulated genes (*p-adj* < 0.05) to compare overlap between fourth ventricle (4th V ChP) changes in *Otx2^+/GFP^* mice and in Cre-Tat icv-injected *Otx2^lox/lox^* mice (Cre^+^*Otx2^lox/lox^*); (**B**) Ontology analysis of differentially regulated genes in *Otx2^+/GFP^* mice.

**Figure 3:**
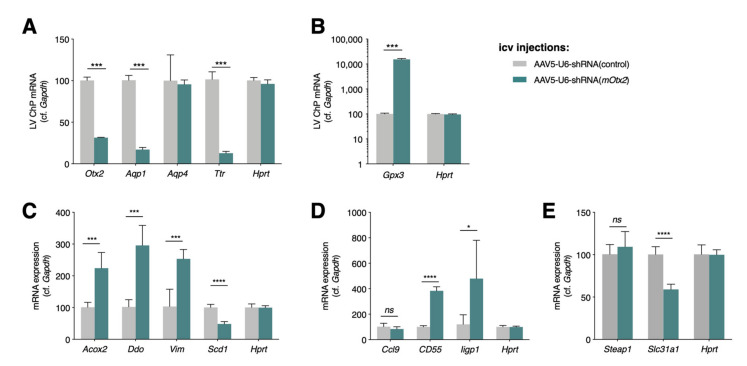
OTX2 regulates choroid plexus expression of oxidative stress, immune system, and metal transport genes. Quantitative PCR analysis of lateral ventricle (LV) ChP gene expression in wildtype mice after viral expression of shRNA against mouse (mRNA) *Otx2* (shRNA-*mOtx2*) compared to control shRNA. (**A**) Analysis of control genes to validate shRNA-*Otx2* activity; (**B**) *Otx2* knockdown induces high expression of *Gpx3*; (**C**) Analysis of select genes involved in oxidative stress response; (**D**) Analysis of select genes involved in immune system response; (**E**) Analysis of select genes involved in metal ion transport (all values: mean ± SEM; *n* = 5; *t*-test; * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 4:**
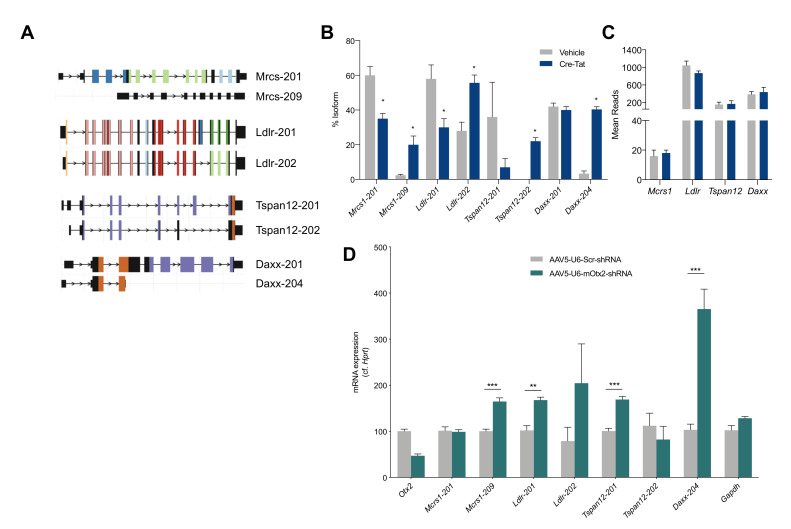
Analysis of splice variations induced by *Otx2* knockdown in choroid plexus. (**A**) Selected isoforms of genes of interest. Locus length is in arbitrary units. Colors represent different protein domains within a given gene; (**B**) Isoform usage, shown as % of total isoforms, in lateral ventricle (LV) ChP from vehicle and Cre-Tat icv-injected *Otx2^lox/lox^* mice; (**C**) Mean reads from transcriptomic analysis of LV ChP from vehicle and Cre-Tat icv-injected *Otx2^lox/lox^* mice; (**D**) Quantitative PCR analysis of LV ChP isoform expression in wildtype mice after viral expression of shRNA against mouse (mRNA) *Otx2* (shRNA-*Otx2*) (all values: mean ± SEM; *n* = 5; *t*-test; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Table 1:** Top 50 genes expressed in lateral ventricle (LV) and fourth ventricle (4V) choroid plexus (ChP). Significantly different expression between structures is indicated in bold.

Gene Symbol	Function	Mean Reads Combined	Mean Reads 4V ChP	Mean Reads LV ChP	Fold Change LV vs. 4V	*p-adj*
*Ttr*	T_4_ and retinol transport	2,623,541	2,348,304	2,898,779	1.2	0.4700
*Enpp2*	Extracellular signaling	593,932	612,769	575,094	0.94	1
*Malat1*	RNA processing	112,726	157,395	68,058	0.43	0.1482
*Apoe*	Lipid transport	64,482	54,600	74,365	1.4	0.7231
*Trpm3*	Cation channel	39,627	46,150	33,105	0.72	0.1606
*Bsg*	Cell adhesion	49,354	41,701	57,007	1.4	0.5023
*Kl*	Cell signaling	45,044	40,667	49,422	1.2	0.4792
*Abhd2*	Lipid metabolism	41,094	36,405	45,783	1.3	0.2413
*AY036118*	Hemopoiesis	25,992	33,903	18,081	0.53	1
*Slc4a10*	Solute transport	30,242	30,563	29,920	0.98	1
*Psap*	Trophic, metabolism	33,695	28,768	38,623	1.3	0.0646
*Igfbp2*	IGF-binding	25,336	28,556	22,117	0.77	0.4457
*Hspa5*	ER chaperone	25,426	24,960	25,891	1.0	1
*F5*	Hemostasis	25,758	24,672	26,843	1.1	0.9813
*Slc12a2*	Solute transport	23,869	24,279	23,459	0.97	1
***Ctsd***	APP processing	28,200	23,672	**32,728**	**1.4**	0.0423
*Prlr*	Hormone receptor	27,452	22,728	32,176	1.4	0.7565
*Atp1a1*	Ion transport	22,896	22,067	23,724	1.1	1
***Clu***	Extracellular chaperone	26,747	21,750	**31,744**	**1.5**	0.0323
*App*	Cell adhesion, signaling	19,290	21,197	17,383	0.82	0.4130
***Cntn1***	Cell adhesion	25,888	21,017	30,759	1.5	0.0175
*Atp2b3*	Ion transport	20,580	19,745	21,415	1.1	1
*Ahcyl2*	Solute transport	20,726	19,427	22,025	1.1	0.8161
***Igf2***	Growth hormone	24,978	18,973	**30,984**	**1.6**	0.0123
*Hsp90b1*	Chaperone	18,816	18,514	19,117	1.0	1
*Sptbn1*	Cytoskeleton	18,883	18,276	19,490	1.1	1
*Cpe*	Prohormone processing	17,182	17,449	16,916	0.97	1
*Car12*	Metabolism	18,529	17,277	19,782	1.1	0.7979
*Clic6*	Ion channel	16,953	16,432	17,473	1.1	1
*Strip2*	Cytoskeleton	14,776	16,187	13,366	0.83	0.4745
***Timp3***	Collagenase inhibitor	18,530	15,562	21,499	1.4	0.0292
*Itpr1*	ER Ca^2+^ release	16,252	15,546	16,957	1.1	0.9741
*Kcne2*	Potassium channel	13,861	15,416	12,305	0.8	0.8581
*Cgnl1*	Cell adhesion	15,183	15,292	15,073	0.99	1
***Gpm6a***	Membrane structure	22,456	15,181	**29,732**	**2.0**	0.0000
*Slc4a2*	Solute carrier	15,501	14,912	16,090	1.1	1
*Atp5a1*	Metabolism	15,922	14,766	17,078	1.2	0.7456
*Nsg2*	Vesicle trafficking	15,587	14,669	16,506	1.1	0.8949
*Zbtb20*	Transcription factor	12,600	14,603	10,597	0.73	0.5636
*Stk39*	Stress response	14,417	14,507	14,326	0.99	1
*Tmem72*		14,821	14,343	15,298	1.1	1
*Cab39l*	Cell polarity	15,438	14,311	16,565	1.2	0.8214
*Nedd4*	Ubiquitination	15,837	14,272	17,402	1.2	0.4738
*Macf1*	Cytoskeleton	12,704	14,027	11,382	0.81	0.5999
*Vat1l*		14,589	13,983	15,196	1.1	1
*Hsp90ab1*	Chaperone	14,368	13,756	14,979	1.1	1
*Calr*	Chaperone	13,889	13,606	14,171	1.0	1
*Htr2c*	Serotonin receptor	13,453	13,343	13,564	1.0	1
*Slc5a3*	Solute transport	11,648	13,281	10,015	0.75	0.0914
*Sptan1*	Cytoskeleton, Secretion	11,913	13,161	10,665	0.81	0.3292

**Table 2:** Top 10 differentially expressed genes in choroid plexus of Cre^+^*Otx2^lox/lox^* mice. Genes in fourth ventricle with * are also deregulated upon embryonic *Otx2* knockdown in the hindbrain choroid plexus [2].

Gene Symbol	Mean Reads Vehicle	Mean Reads Cre-Tat	Fold Change	*p-adj*
Upregulated in lateral ventricle ChP				
*Igkv1-135*	0.6	33	61	0.0000
*Slc1a6*	2.1	82	39	0.0000
*Mup5*	123	4119	34	0.0000
*Gpx3*	295	7229	25	0.0000
*Ighv1-67*	1.6	36	22	0.0000
*Saa3*	2.2	47	22	0.0000
*Tnfrsf11b*	6.3	116	18	0.0000
*Cacnb3*	24	325	13	0.0000
*Ndnf*	89	1098	12	0.0000
*Gm4841*	3.8	44	12	0.0000
Downregulated in lateral ventricle ChP				
*Ngfr*	444	83	−5.3	0.0000
*Nrn1*	1924	496	−3.9	0.0000
*B3galt2*	109	31	−3.6	0.0007
*Dazl*	207	60	−3.4	0.0000
*Itga10*	184	54	−3.4	0.0000
*Slc26a7*	1670	533	−3.1	0.0000
*Steap1*	2224	735	−3.0	0.0000
*Defb11*	473	169	−2.8	0.0000
*Entpd3*	240	87	−2.8	0.0001
*Ccl9*	2037	774	−2.6	0.0000
Upregulated in 4th ventricle ChP				
*9030619P08Rik*	0.00	28.6	infinite	0.0000
*Tmigd1*	0.00	33.1	infinite	0.0000
*A730020M07Rik*	1.3	76	61	0.0000
*Gpx3*	181	10,780	59	0.0000
*Cacnb3*	18	778	43	0.0000
*Mup5*	26	1053	41	0.0000
Fmod *	286	8688	30	0.0000
*Slitrk6*	4.7	125	27	0.0000
*Ndnf*	84	2070	25	0.0000
*Adcy8*	10	233	23	0.0000
Downregulated in 4th ventricle ChP				
*Ngfr*	684	159	−4.3	0.0000
Steap1 *	1225	326	−3.8	0.0000
*Elfn1*	104	28	−3.7	0.0000
*Gnmt*	122	33	−3.7	0.0000
*Gm22650*	141	40	−3.5	0.0000
*Mir448*	95	28	−3.4	0.0002
*Igf2os*	89	26	−3.4	0.0005
*B3galt2*	141	44	−3.2	0.0000
*Slc26a7*	843	271	−3.1	0.0000
*Crhr2*	504	164	−3.1	0.0000

**Table 3:** Choroid plexus genes with significant expression changes in both *Otx2* knockdown models, including lateral ventricle and fourth ventricle from Cre^+^*Otx2^lox/lox^* mice and fourth ventricle from *Otx2^+/GFP^* mice. Genes with * are also deregulated upon embryonic *Otx2* knockdown in the hindbrain choroid plexus [2].

Up-Regulated	Function	Downregulated	Function
*Adora1*	Adenosine receptor	Aqp1 *	Osmotic gradient
*Arrb1*	Receptor signaling	*Atp2b4*	Ion transport
Atp1a2 *	Ion transport	*B3galt2*	Glycosylation
*Cadm1*	Cell adhesion	*Elfn1*	Signaling cascade
*Cd55*	Complement cascade	*Entpd3*	
*Cfap46*		*Fam132a*	Glucose uptake
*Chn2*	Signaling cascade	*Igf2*	Growth factor
*Col11a1*	Collagen II fibrils	*Ins2*	Glucose uptake
*Col1a2*	Collagen I fibrils	*Kalrn*	Signaling cascade
*Edn3*	Vasoconstriction	*Klhl36*	Ubiquitination
*Eva1a*	Cell death	*Mapk9*	Cell signaling
*Fam211b*		Myo5b *	Cell trafficking
*Fgf1*	Growth factor	Myrip *	Cell trafficking
*Flrt1*	FGF signaling	*Nav3*	Immune response
Fmod *	Collagen I and II fibrils	*Otx2*	Transcription factor
*Gda*	Metabolism	Pcnx *	
*Gpx3*	Oxidative stress	Pitpnm1 *	Cytoskeleton
Hopx *	Chromatin structure	*Pomgnt1*	Metabolism
*Layn*	Hyaluronan receptor	*Rcn1*	ER regulation
*Lrrc18*	Spermatogenesis	*Scg5*	Cell secretion
*Mapk10*	Cell signaling	*Sfrp1*	Wnt signaling
*Matn2*	Extracellular matrix	*Slc29a4*	Cation transport
Megf11 *	Cell adhesion	Slc2a12 *	Glucose transport
*Mlc1*	Osmotic gradient	*Slc35f1*	Solute transport
*Mup5*	Pheromone activity	*Slc41a2*	Magnesium transport
*Ndnf*	Cell adhesion, growth	*Stra6*	Retinol transport
*Ndrg3*		*Tbc1d2*	Cell adhesion
*Pi15*	Protease inhibitor	*Tbcd*	Cytoskeleton
*Plin4*	Adipocyte formation	*Thumpd3*	
*Rufy4*	Autophagy	*Tmem255b*	
*Sel1l3*		*Tmprss11a*	Cellular senescence
Sema5a *	Cell adhesion	Tspan33 *	Notch signaling
*Shisal1*		*Ttr*	Retinol and T_4_ transport
*Smrp1*	Cilia function	Wdr17 *	
Sncg *	Neurofilament network		
Sned1 *			
*Sorcs2*	Signaling cascade		
*Sorl1*	Cell trafficking		
*Sulf2*	Extracellular matrix		
*Tm4sf1*			
*Vim*	Cell filaments		
*Vwa5b1*			

**Table 4:** Expression of secreted factors in *Otx2* knockdown experiments.

Gene	Choroid Plexus	Mean Reads, Control (Either Veh or Wildtype)	Mean Reads, Knockdown (Either Cre-Tat or *Otx2^+/GFP^*)	Fold Change	*p-adj*
*Bmp7*	*Otx2^lox/lo^*^x^ LV	5125	7090	1.4	0.1845
	*Otx2^lox/lox^* 4V	2547	4036	1.6	0.0014
	*Otx2^+/GFP^* 4V	2215	2261	1.0	1
*Wnt2b*	*Otx2^lox/lo^*^x^ LV	10	66	6.6	0.0002
	*Otx2^lox/lox^* 4V	12	66	5.4	0.0001
	*Otx2^+/GFP^* 4V	29	35	1.2	1
*Tgm2*	*Otx2^lox/lo^*^x^ LV	276	422	1.5	0.2496
	*Otx2^lox/lox^* 4V	138	265	1.9	0.0040
	*Otx2^+/GFP^* 4V	388	404	1.0	1
*Sfrp1*	*Otx2^lox/lo^*^x^ LV	8536	4511	0.53	0.0000
	*Otx2^lox/lox^* 4V	5121	2726	0.53	0.0000
	*Otx2^+/GFP^* 4V	4087	2001	0.49	0.0392
*Sostdc1*	*Otx2^lox/lo^*^x^ LV	8627	4429	0.51	0.0000
	*Otx2^lox/lox^* 4V	5412	2793	0.52	0.0076
	*Otx2^+/GFP^* 4V	8932	8458	1.1	1
*Shh*	*Otx2^lox/lo^*^x^ LV	0	1.4	infinite	1
	*Otx2^lox/lox^* 4V	0.7	4.6	6.6	1
	*Otx2^+/GFP^* 4V	0	64	infinite	0.0000
*Slit2*	*Otx2^lox/lo^*^x^ LV	2302	2674	1.2	1
	*Otx2^lox/lox^* 4V	3471	4803	1.4	0.7159
	*Otx2^+/GFP^* 4V	4323	6099	1.4	0.6487
*Fgf2*	*Otx2^lox/lo^*^x^ LV	140	123	0.88	1
	*Otx2^lox/lox^* 4V	64	84	1.3	0.9878
	*Otx2^+/GFP^* 4V	67	66	1.0	1
*Areg*	*Otx2^lox/lo^*^x^ LV	0	0.9	infinite	1
	*Otx2^lox/lox^* 4V	NA	NA	NA	NA
	*Otx2^+/GFP^* 4V	0	0	NA	NA
*Tgf-α*	*Otx2^lox/lo^*^x^ LV	2140	1425	0.67	0.0620
	*Otx2^lox/lox^* 4V	1357	999	0.74	0.1611
	*Otx2^+/GFP^* 4V	1040	1673	1.6	0.2163
*Tgf-β2*	*Otx2^lox/lo^*^x^ LV	9233	4747	0.51	0.0000
	*Otx2^lox/lox^* 4V	3755	2169	0.58	0.0000
	*Otx2^+/GFP^* 4V	3324	2563	0.77	0.3602
*Igf2*	*Otx2^lox/lo^*^x^ LV	42,336	19,144	0.45	0.0008
	*Otx2^lox/lox^* 4V	18,717	8087	0.43	0.0000
	*Otx2^+/GFP^* 4V	42,542	17,197	0.40	0.0000
*Igfbp2*	*Otx2^lox/lo^*^x^ LV	30,195	20,992	0.70	0.3255
	*Otx2^lox/lox^* 4V	28,166	13,235	0.47	0.0003
	*Otx2^+/GFP^* 4V	47,529	21,660	0.46	0.0000

**Table 5:** Summary of protein lists and criteria for identification of putative OTX2 protein partners.

List Name	Choroid Plexus	SVZ	RMS	Visual Cortex
Total proteins OTX2	4814	1138	2425	2644
Total proteins IgG	3602	1776	2274	2667
Unique proteins OTX2 (≥3 peptides)	392	17	40	29
Unique proteins IgG (≥3 peptides)	59	139	22	25
Selected proteins OTX2 (≥50% rel. ∆)	653	6	75	37
Unique small proteins Otx2 (≤25 kDa)	182	31	68	48
Total OTX2 partners	1195 of 4814	52 of 1138	180 of 2425	109 of 2644

**Table 6:** High-confidence OTX2 putative protein partners in choroid plexus identified by MS analysis. Proteins indicated in bold are unique for OTX2 co-IP, proteins with * are “tier 1” stress granule proteins.

Protein	Function	Protein	Function
ABCF1 *	Translation	MAP4	Cytoskeleton
ACOT11	Lipid metabolism	MCM3AP	RNA export
AGO1 *	RNA silencing	MECP2	Transcription, epigenetics
APC	Cell adhesion	MLYCD	Metabolism
**ARHGEF6**	Trafficking	MOV10 *	RNA and LINE-1 silencing
ARHGEF7	Trafficking, cell adhesion	MSI2 *	Translation
ARVCF	Cell adhesion	MYCBP2	Transcription
CDH2	Cell adhesion	**NFATC2**	Signaling
CDH3	Cell adhesion	PIKFYVE	Trafficking
CHD4	Cell adhesion	PITPNM2	Trafficking
CTNNA1	Cell adhesion	POLDIP3	Translation
CTNNA2	Cell adhesion	PRRC2A *	RNA splicing, stress granule
CTNNB1	Cell adhesion	RBM39	RNA splicing
DDX41	RNA splicing	RHOT1	Mitochondrial trafficking
EDC4 *	RNA processing	RPL19	
EPB41L5	Cell adhesion	RPL21	Translation
ERBIN	Signaling	RPL22	
**FIG4**	Trafficking	RPL29	Translation
FMNL3	Cytoskeleton	RPL35	Translation
GIT1	Trafficking, cell adhesion	RPL36A	
**GIT2**	Trafficking	SRRM2	RNA splicing
GJA1	Gap junction	STRAP *	Stress response
GPAM	Metabolism	TJP2	Cell adhesion
GTPBP1	RNA processing	TMPO	Nuclear membrane
HNRPLL *	RNA splicing	TNS2	Signaling
ILF2	Transcription	TRPV4	Osmotic sensitivity
KIFAP3	Chromosome structure	**VAC14**	Trafficking
LBR	Metabolism	VRK3	Signaling
LIG3	DNA repair	**WDR70**	
MAP1A	Cytoskeleton	ZFR	RNA export

**Table 7:** Peptide number comparisons of OTX2 putative protein partners common to non-cell-autonomous structures. Cell-autonomous partners are indicated in bold.

Protein	Function	SVZ		RMS		VCx		ChP	
		Otx2 co-IP	IgG co-IP	Otx2 co-IP	IgG co-IP	Otx2 co-IP	IgG co-IP	Otx2 co-IP	IgG co-IP
ACIN1	mRNA splicing	3	0	11	1	16	4		
**ACOT11**	Lipid metabolism	4	0	5	0	8	1	**34**	**7**
ARCN1	Protein transport	3	1	7	2	4	1		
DDX46	mRNA splicing	30	0	45	1	34	3		
EIF4A3	mRNA translation	4	0	10	2	11	5		
**FIG4**	PI(3,5)P2 regulation, MVB	20	0	26	0	27	0	**43**	**0**
**KCND3**	Potassium channel	6	0	5	0	7	0	**6**	**0**
**PIKFYVE**	PI(3,5)P2 regulation, MVB	36	0	42	0	59	0	**122**	**1**
RBM25	mRNA splicing	5	0	11	1	12	3		
SF3A1	mRNA splicing	3	0	11	3	13	6		
SF3B1	mRNA splicing	3	0	22	0	25	9		
SNRNP200	mRNA splicing	5	0	14	1	31	4		
THOC2	mRNA export	3	0	5	0	3	0		
**VAC14**	PI(3,5)P2 regulation, MVB	39	2	49	3	56	0	**75**	**0**

**Table 8:** List of KEGG pathways associated with putative cell- and non-cell-autonomous OTX2 protein partners.

KEGG Pathway	Size	*p-adj*
Choroid plexus (1326 proteins)		
Tight junction	27 of 137	0.0000
Metabolic pathways	77 of 1184	0.0000
Protein processing in ER	26 of 169	0.0000
RNA transport	24 of 168	0.0000
Ribosome biogenesis	18 or 86	0.0000
Regulation of actin cytoskeleton	27 of 216	0.0000
Ribosome	19 of 119	0.0000
Spliceosome	20 of 138	0.0000
Oxidative phosphorylation	20 of 147	0.0000
Axon guidance	18 of 131	0.0000
SVZ (79 proteins)		
Ribosome	15 of 119	0.0000
Spliceosome	15 of 138	0.0000
RNA transport	4 of 168	0.0004
mRNA surveillance	2 of 93	0.0219
Neurotrophin signaling	2 of 131	0.0297
RMS (219 proteins)		
Spliceosome	28 of 138	0.0000
Oxidative phosphorylation	11 of 147	0.0000
Metabolic pathways	24 of 1184	0.0000
Alzheimer disease	10 of 188	0.0000
mRNA surveillance	8 of 93	0.0000
Visual cortex (192 proteins)		
Spliceosome	17 of 138	0.0000
RNA transport	7 of 168	0.0000
Metabolic pathways	14 of 1184	0.0005
Insulin signaling	5 of 137	0.0007
Oxidative phosphorylation	5 of 147	0.0007

## Data Availability

RNA sequencing data are available with GEO accession GSE157386. Mass spectrometry data are available through the ProteomeXchange Consortium via the PRIDE repository with identifier PXD021244.

How the deposited data were processed for this re-analysis (not part of the article)

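Choroid plexus RNA was measured by sequencing in 14 pools of mice, 2 pools for each of 7 groups. The conditional model gave pools labelled Cre-Tat and vehicle from LV and 4V ChP, and the constitutive model gave 4V pools labelled wildtype, *Otx2 +/GFP* and *Otx2 +/AA*. The authors deposited 22 files of counts, which are whole numbers of reads counted on each Ensembl transcript, without normalization. The sample labels describe libraries made after depletion of ribosomal RNA, while the paper describes PolyA+ selection. Both runs of a pool of the conditional model were summed.

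For most files of the conditional model, the library number in the file's name and the sample to which the file is attached give different pools. The rule for such a conflict was fixed before the data were examined, and asked whether the runs of a pool differ by more than sampling noise and whether the group means match those that the paper prints. As attached, the group means lay at a median distance of 50.04% from the paper's in LV ChP and 57.45% in 4V ChP. By library number, the distances were 0.03608% and 0.04528%, and the files were joined in that way. Without the names, the pairs of runs were found from the counts alone, and the paper's printed means placed these pairs in the same groups, as described beside the first model. The pool letters A and B come from the sample labels, joined through the library numbers. The files as attached were run as an alternative.

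The plan was made for counts per gene, and the files hold counts per transcript. Transcripts were matched to GENCODE release vM21 of GRCm38, and 12726 transcripts without a match were left out, AY036118 of Table 1 among them. Of the 33964 genes, 12314 have 2 or more transcripts in the files. Each gene was represented by its transcript with the most counts over all files, because a sum over transcripts can count a read more than once. The strand used for counting is not stated, so reads of an overlapping gene on either strand can be included. File totals were 11253762 to 43790479 counts, with a median of 23070485. These totals set the counting error alone, and with 2 pools the spread between pools limits the precision. The biological coefficient of variation was 0.152 in LV ChP, 0.117 in 4V ChP, 0.128 in the *Otx2 +/GFP* comparison, 0.114 between ventricles and 0.125 in the *Otx2 +/AA* comparison.

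Genes were tested with edgeR 4.0.16 in R 4.3.3, with the filterByExpr filter, TMM factors and the quasi-likelihood test. P values were adjusted with the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. An exact permutation test of 2 pools against 2 cannot pass that threshold. Interactions of knockdown label with ventricle and with model were tested over 8 pools each. DESeq2 1.42.0 gave the Wald test and its size factors, and limma 3.58.1 gave camera. Tables were made in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Fisher's exact tests were two-sided for families and overlaps and one-sided for chromosomes. The 12 gene families were defined by gene symbols.

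Normalized counts are counts divided by the TMM-scaled library size relative to the pools of that comparison, and their errors are SD over 2 pools. A fold against a group at or under 3 counts in both pools is a lower bound. Named genes are those the paper names in its RNA-seq results, the genes of Tables 2 to 4, the first genes and the genes in bold of Table 1, and the 5 largest changes in each direction of each comparison. The other alternatives were DESeq2, its size factors in edgeR, total counts, no filter, a mean count above 10, the pool letter as a block, all groups of a run in 1 fit, technical runs as separate libraries, and each pool left out in turn.

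The procedure was tested on simulated data with the depth and spread of these pools. Of 200 genes changed in the simulation, 72% were called in LV ChP and 88.5% in the *Otx2 +/GFP* comparison, with 4.6% and 4.3% false calls among those called. Of these genes, 100 were changed 4-fold, and 92% and 98% of those were called, so the others were called less often. The 4V comparison of the conditional model was not simulated. The groups are called by their labels throughout, because the count of *Otx2* over its whole transcript was higher in the pools labelled as knockdown. The qPCR, co-IP, mass spectrometry and isoform experiments were not analysed here.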

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

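The tests of chromosome 14 and of depth for *Gpr176* were set before their results were seen, and every other test here was chosen after the result was seen.

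The pools labelled *Otx2 +/AA*, on which the paper does not report, had 50 genes past an adjusted p of 0.05 against the wildtype pools (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 25 higher and 25 lower. With every pool thinned to the smallest total, 49 of them were still called in the same direction, so a difference in depth leaves little room. After a correction for GC content 25 were still called, after a correction for transcript length 36, and with total counts in place of TMM 32, so part of the list cannot be told apart from these explanations. Of 24 marker genes of other cells tested, 0 were past the threshold, while 1289 of all genes had an unadjusted p under 0.05. With 50 of 14482 genes past the adjusted threshold, a count of 0 among so few markers was to be expected, and RNA from other cells cannot be told apart. *Otx2* had a log2 fold change of 0.06, against 1.53 in the pools labelled *Otx2 +/GFP*, which speaks against a swap of these pools. Of the 50 genes, 3 lie on chromosome 14 beside the targeted gene (one-sided Fisher's exact test, p = 0.24), so strain variants there leave most of the list open. The log2 fold changes had a correlation of 0.48 across genes with those of the *Otx2 +/GFP* pools, which share the wildtype pools. With different wildtype pools in each comparison the correlation was 0.07 and 0.20 across all genes. Across the 514 genes changed in the *Otx2 +/GFP* pools, which were called with both wildtype pools, it was 0.71 and 0.67, with 87.2% and 87.0% moving in the same direction. How much of the similarity comes from the shared pools cannot be told apart. A biological difference may remain in some of the 50 genes as a hypothesis.

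The response to the Cre-Tat label differed between LV and 4V ChP in 1 gene, *Gpr176*, with a log2 fold change of -0.06 in LV and 3.01 in 4V ChP. The difference was 3.07 (standard error 0.42, adjusted p = 0.039, edgeR's quasi-likelihood test of the interaction). The difference was 3.06 after a correction for GC content and 3.04 after one for transcript length, with 3 genes called in each, and 3.05 with other normalization, by total counts in place of TMM, with 1 gene called. The gene was called in each (adjusted p = 0.028, 0.026 and 0.036, edgeR's quasi-likelihood test of the interaction). These corrections moved it by less than its standard error. Corrections made over all genes could hardly have removed a difference of this size in 1 gene. Trends over all genes thus account for little of it, and these explanations cannot otherwise be told apart for *Gpr176*. At equal depth the difference was 2.78, with an adjusted p of 0.092 (edgeR's quasi-likelihood test), so its size changed little with depth while its call was lost.

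The 4V response differed between the models in 247 genes, 120 with a higher and 127 with a lower response in the conditional model. Of these, 212 were still called in the same direction at equal depth, 216 after a correction for GC content, 240 after one for transcript length and 213 with total counts in place of TMM, so none of these explains most of the list. With total counts the split was 166 with a higher and 93 with a lower response. The models were sequenced apart, with 0 runs that hold pools of both models. The difference cannot be told apart from the sequencing run.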

How the results depend on the processing

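The alternatives were chosen before the data were examined, except the sum of a gene's transcripts, the tests on every transcript, the crossed pool letters, camera with a block and total counts for the interactions, which were chosen after seeing the data. The cause was not tested for any change below, and for the files as attached it follows from the library numbers.

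With the files as attached, 6705 genes were changed in LV ChP, 8741 in 4V ChP and 4715 between ventricles, 4214 in both ventricles and 100 in both models, and the ventricle interaction had 5246. In all 3 comparisons 79 genes were changed, against 88 by library number. By the library numbers, both attached Cre-Tat pools of LV ChP hold runs of the LV A pools of either treatment. Both attached vehicle pools hold runs of the 4V A pools. For 4V ChP the same holds with the B pools. The attached Cre-Tat contrasts thus set LV against 4V ChP, with runs of the same libraries as separate pools. Their counts do not bear on the effect of Cre-Tat. The other counts given here rest on the choice by library number, and those of families were not made with the files as attached. With technical runs as separate libraries, which are not independent, the counts were 2526 in LV ChP, 3538 in 4V ChP, 3711 between ventricles, 1689 in both ventricles and 218 in all 3 comparisons. With the pool letter as a block they were 3117 in 4V ChP, 2522 in the *Otx2 +/GFP* pools, 2277 between ventricles, 547 in the *Otx2 +/AA* pools, 975 in both models and 238 in all 3 comparisons, and 2 and 1043 for the ventricle and model interactions. Pools of the same letter had a correlation across genes of 0.07 in the ventricle comparison and in the *Otx2 +/AA* comparison. With the letters crossed the counts were 995 in LV ChP, 1018 in 4V ChP, 619 between ventricles and 150 in both models.

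Without a filter, 872 genes were changed in LV ChP, 1838 between ventricles, 390 in the *Otx2 +/AA* pools and 667 in both ventricles, and the interactions had 31 and 626. DESeq2 gave 115 in the *Otx2 +/AA* pools, and 6 and 372 for the interactions. All groups in 1 fit gave 715 between ventricles and 18 in the *Otx2 +/AA* pools. With treatment as a covariate 2982 differed between ventricles. In the *Otx2 +/AA* pools, the sum of transcripts gave 22 and DESeq2 on every transcript 107. With total counts, the percent decrease of *Otx2* in 4V ChP was -243.9, a rise.

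Total counts moved the median log2 fold change between ventricles to -0.19, with 252 genes higher and 1226 lower in LV ChP, and that of the *Otx2 +/AA* comparison to 0.11, with 28 higher and 10 lower. They reversed the log2 fold change of *Fgf2* in LV ChP to 0.01, of *Cntn1* and *Timp3* in 4V ChP to 0.06 each, of *Tspan12* in 4V ChP to 0.02 and of *Otx2* between ventricles to -0.06. None of these was past the threshold, and the largest had an absolute log2 fold change of 0.17 with TMM.

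Of 461 results for named genes, 336 were past the threshold. Of these, 0 changed sign under DESeq2, its size factors, total counts, the block or 1 fit of all groups, and 53 lost the threshold under at least 1 of them. DESeq2 made 19 results weaker and 25 stronger, its size factors 4 and 1, 1 fit of all groups 14 and 18, the block 3 and 42, and total counts 31 and 12. Leaving out a pool leaves 1 pool in a group, so counts of genes could not be made, and 114 of 1844 log2 fold changes of named genes moved by more than the spread between pools. With pools thinned to 10555040 counts over genes, the smallest total, 1036 genes differed between ventricles, so depth limits that count little. LV ChP at that total had 318 changed genes against 486, so depth limits the number called there.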

Differences from the paper's values

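Below, a gap counts as closed where neither value is more than 1.5 times the other, so a closed gap can leave a difference. In 4V ChP, 1554 genes were changed against the paper's 808. Of the alternatives set before the data were examined, DESeq2 (1065) and 1 fit of all groups (1142) closed the gap and the others did not. DESeq2 on every transcript, crossed pool letters and the sum of transcripts, which were chosen after seeing the values, gave 1091, 1018 and 1223, and the first 2 of these closed the gap. Over LV and 4V ChP together, 890 genes were higher against the paper's 522, and DESeq2 (612) and 1 fit of all groups (723) closed the gap. The lower genes were 743 against the paper's 392, and DESeq2 (558), total counts (436) and 1 fit of all groups (552) closed it. DESeq2 on every transcript and the sum of transcripts, chosen after seeing the values, also closed both of these gaps.

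In LV ChP, 331 genes were higher against the paper's about 220 in Fig. 1A, read by eye, a gap closed by DESeq2 (284), its size factors in edgeR (297) and a mean count above 10 (313). In 4V ChP, 828 were higher against about 450 in Fig. 1A, read by eye, closed by DESeq2 (543) and 1 fit of all groups (627). The lower genes of 4V ChP were 726 against about 360 in Fig. 1A, read by eye, closed by DESeq2 (522), total counts (426) and 1 fit of all groups (515). In both ventricles 269 were higher against about 150 in Fig. 1A, read by eye, closed by DESeq2 (215). In both models 134 genes were lower against about 85 in Fig. 2A, read by eye, closed by total counts (90) and 1 fit of all groups (119). Alternatives chosen after seeing the values also closed these gaps. DESeq2 on every transcript did so for the higher genes of LV ChP (296), the higher (577) and lower (514) genes of 4V ChP and the higher genes of both ventricles (222). The sum of transcripts did so for the higher genes of LV ChP (304), the lower genes of 4V ChP (539), the higher genes of both ventricles (217) and the lower genes of both models (89). Crossed pool letters did so for the higher (589) and lower (429) genes of 4V ChP and the lower genes of both models (77).

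The paper's mean reads of *Otx2*, counted on exon 2, were 4143 in the LV pools labelled Cre-Tat, 4169 in the 4V pools labelled Cre-Tat and 3957 in those labelled *Otx2 +/GFP*. Over the whole transcript, normalized counts were 24736, 18463 and 18226. The paper's percent decreases were 48, 39 and 38, and those found here were -164.9, -212.3 and -188.4, which are rises. None of the alternatives set before the data were examined closed these gaps. With DESeq2's size factors the values were -163.4, -211.5 and -189.3, and with total counts -199.3, -243.9 and -196.3.

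Several of the paper's statements on genes were not met at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper describes *Aqp1* as lower, and in the constitutive model the adjusted p was 0.063 (edgeR), while DESeq2, the pool letter as a block and 1 fit of all groups called it lower. It gives the viral knockdown the same direction of change as both models. *Ccl9* and *Scd1* were lower in the conditional model and had log2 fold changes of 0.64 and 0.32 in the constitutive model, not past the threshold, and *Ddo* was not past it in 4V ChP. With the block, *Ddo* was called higher in 4V ChP, and *Ccl9* and *Scd1* were called higher in the constitutive model. Of the genes of Table 3, *Tm4sf1*, *Mapk9*, *Myo5b*, *Myrip*, *Rcn1*, *Tbc1d2* and *Ttr* were not past the threshold in LV ChP. DESeq2 called all 7 of these, 1 fit of all groups called them except *Ttr*, the block called *Tbc1d2* and *Ttr*, and total counts called *Tm4sf1*. In the constitutive model *Cfap46*, *Gda*, *Plin4*, *Tm4sf1*, *Vwa5b1*, *Aqp1*, *Klhl36* and *Slc2a12* were not. The block called each of these, DESeq2 called them except *Cfap46* and *Klhl36*, 1 fit of all groups called them except *Vwa5b1* and *Klhl36*, and total counts called *Cfap46*, *Gda*, *Plin4* and *Slc2a12*. The count of *Otx2* moved against its listing in each comparison.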

Other observations

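The tests of a reference without the Y chromosome and of the sex chromosomes among changed genes were set before their results were seen, and the others here were chosen after the result was seen.

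The count of *Otx2* rose in all 3 comparisons against the labels. Its smallest rise under 3 scalings was 163.4%, so normalization leaves this unexplained. The group means lie within a median of 0.0446% of the paper's means for the groups so labelled, which does not settle whether the labels themselves are right. The paper reports a qPCR check of reduced *Otx2* in the Cre-Tat samples, and fewer exon 2 reads in all 3 comparisons. *Ttr*, which the paper calls a direct target, fell by 36.7% in LV ChP, 55.9% in 4V ChP and 42.0% in the constitutive model. These go with the labels, though the LV fall of *Ttr* was not past the threshold. In the pools labelled *Otx2 +/GFP*, Otx2-206 changed by -30.5% while Otx2-201 rose, so the region counted may account for part of the rise there. In the conditional model the lowest change of an *Otx2* transcript was 85.7%, a rise, and the counted region cannot be told apart from other explanations, since counts over exon 2 alone cannot be made.

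Fewer genes were changed in LV than in 4V ChP. The LV pools had more counts over genes, 23041326 to 24826597, than the 4V pools, 10555040 to 18081710. With the spread of all 4 groups shared, 4V ChP had 1.92 times as many genes as LV ChP, 1142 against 595. A difference in variability may thus account for part of the gap, but not for what remained in that fit. Among the 1597 genes changed in either ventricle, the median absolute log2 fold change was 0.57 in LV and 0.79 in 4V ChP. It was larger in 4V ChP for 83.7% of them. Most of these genes were called in 4V ChP, which favours larger values there, so a larger response cannot be told apart.

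The pools of the constitutive model had at most 0.04895 CPM on Y chromosome marker genes, and *Xist* had at least 129.8 CPM in each, as pools of female mice would have. *Xist* alone does not show this, since it had 135.7 to 670.1 CPM in the 6 conditional pools with at least 134.7 CPM on the Y marker genes. The paper describes males and females in equal parts. Of 42 Y chromosome transcripts, 9 had a count in the pools of the constitutive model, so the reference of their files holds the Y chromosome. In the conditional model, the B pools labelled Cre-Tat had 44.57 CPM on these genes in LV and 29.37 in 4V ChP, and the other 6 pools had 134.7 to 166.4. Genes on X or Y were 3.91% of the changed genes in LV ChP (one-sided Fisher's exact test, p = 0.61) and 5.15% in 4V ChP (80 of 1554, p = 0.015, one-sided Fisher's exact test), so the sex of the pooled mice may contribute to the 4V list.

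Immune genes were higher in the pools labelled Cre-Tat. Of the 4 immune cell markers tested, 1 was past the threshold in LV ChP and 2 in 4V ChP. All 4 rose, with log2 fold changes of 0.73 to 1.36 in LV and 0.88 to 1.60 in 4V ChP. More RNA from immune cells may thus contribute, and its share cannot be told apart from a change within the choroid plexus.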
